# Immunodominant fragments of myelin basic protein initiate T cell-dependent pain

**DOI:** 10.1186/1742-2094-9-119

**Published:** 2012-06-07

**Authors:** Huaqing Liu, Sergey A Shiryaev, Andrei V Chernov, Youngsoon Kim, Igor Shubayev, Albert G Remacle, Svetlana Baranovskaya, Vladislav S Golubkov, Alex Y Strongin, Veronica I Shubayev

## Abstract

**Background:**

The myelin sheath provides electrical insulation of mechanosensory Aβ-afferent fibers. Myelin-degrading matrix metalloproteinases (MMPs) damage the myelin sheath. The resulting electrical instability of Aβ-fibers is believed to activate the nociceptive circuitry in Aβ-fibers and initiate pain from innocuous tactile stimulation (mechanical allodynia). The precise molecular mechanisms, responsible for the development of this neuropathic pain state after nerve injury (for example, chronic constriction injury, CCI), are not well understood.

**Methods and results:**

Using mass spectrometry of the whole sciatic nerve proteome followed by bioinformatics analyses, we determined that the pathways, which are classified as the Infectious Disease and T-helper cell signaling, are readily activated in the nerves post-CCI. Inhibition of MMP-9/MMP-2 suppressed CCI-induced mechanical allodynia and concomitant TNF-α and IL-17A expression in nerves. MMP-9 proteolysis of myelin basic protein (MBP) generated the MBP84-104 and MBP68-86 digest peptides, which are prominent immunogenic epitopes. In agreement, the endogenous MBP69-86 epitope co-localized with MHCII and MMP-9 in Schwann cells and along the nodes of Ranvier. Administration of either the MBP84-104 or MBP68-86 peptides into the naïve nerve rapidly produced robust mechanical allodynia with a concomitant increase in T cells and MHCII-reactive cell populations at the injection site. As shown by the genome-wide expression profiling, a single intraneural MBP84-104 injection stimulated the inflammatory, immune cell trafficking, and antigen presentation pathways in the injected naïve nerves and the associated spinal cords. Both MBP84-104-induced mechanical allodynia and characteristic pathway activation were remarkably less prominent in the T cell-deficient athymic nude rats.

**Conclusions:**

These data implicate MBP as a novel mediator of pain. Furthermore, the action of MMPs expressed within 1 day post-injury is critical to the generation of tactile allodynia, neuroinflammation, and the immunodominant MBP digest peptides in nerve. These MBP peptides initiate mechanical allodynia in both a T cell-dependent and -independent manner. In the course of Wallerian degeneration, the repeated exposure of the cryptic MBP epitopes, which are normally sheltered from immunosurveillance, may induce the MBP-specific T cell clones and a self-sustaining immune reaction, which may together contribute to the transition of acute pain into a chronic neuropathic pain state.

## Background

Pain is typically mediated by small unmyelinated C-nociceptive and thinly myelinated Aδ-afferents. Non-nociceptive, large-diameter myelinated Aβ-afferents transmit touch and vibration sense. However, following damage to the peripheral nervous system (PNS), Aβ-afferents join nociceptive circuitry [1]. Our mechanistic understanding of why the damaged Aβ-afferents interpret an innocuous, low-threshold tactile stimulus as painful (that is, mechanical allodynia) remains exceedingly limited. Growing evidence supports a model in which the damage to the electrically insulating myelin sheath and the resulting loss of electrical stability in Aβ-afferents contribute to the development of mechanical allodynia [2-6].

Mechanical allodynia and other forms of neuropathic pain (NP, that is, pain arising as a direct consequence of a lesion or disease affecting the somatosensory nervous system [7]) have features of a neuroimmune disorder [8]. T lymphocyte infiltration into both the damaged nerve [9-11] and the spinal cord at a corresponding segment [12-14] has been implicated in NP. Following chronic constriction injury (CCI), T cell-deficient athymic nude rats exhibit a diminished ability to develop NP, which is reversed with adoptive transfer of T-helper (Th)1 cells [9]. Interleukin (IL)-17, expressed by certain Th cells, is essential to mediating mechanical, but not thermal, hypersensitivity [15]. Major histocompatibility complex (MHC) II, produced by antigen-presenting cells to capture and present antigens to T cells, is required for the development of NP [16,17]. An increase in MHCII is observed in the nerve and the corresponding DRG [18], spinal cord [14,16], and brainstem [19] after a peripheral nerve lesion. However, the antigens, which are involved in the recruitment and the homing of activated T cells in the pathogenesis of NP, remain unknown.

Myelin basic protein (MBP) is the component of the compact myelin that is believed to participate in the maintenance of the major dense line and interactions of the myelin sheath with the cytosolic surfaces [20-23]. In the PNS, MBP comprises 5% to 15% of total myelin protein and is considered to be non-essential [22]. However, Th1-mediated autoimmune peripheral neuropathies in humans and the relevant experimental models induced by immunization of animals using immunodominant MBP and other myelin peptides are often painful [24]. It has been demonstrated that the autoimmune response to immunodominant MBP peptides assists in myelin clearance and regeneration after peripheral nerve injury [25]. Certain digest fragments of MBP and its splice variant (*Golli*-MBP) expressed in immune cells [26] are generated by matrix metalloproteinase (MMP) proteolysis and exhibit key T cell epitopes [27,28].

MMPs are a family of zinc-endopeptidases comprising collagenases, gelatinases, matrilysins, stromelysins, and membrane-type MMPs [29]. After peripheral nerve injury, gelatinases B (MMP-9) and A (MMP-2) degrade the blood-nerve barrier, release the pro-inflammatory cytokines, control immune cell infiltration and cell survival along the injured neural axis. These two MMPs are believed to consecutively initiate and maintain NP [5,30-34]. Having proposed that MMPs promote mechanical hypersensitivity via the proteolysis of myelin [5], we herein aimed to determine the specific mechanisms involved. Our present experimental evidence suggests that MMP-mediated fragmentation of MBP as a consequence of Wallerian degeneration exposes cryptic MBP epitopes, which are normally sheltered from immunosurveillance. These exposed immunodominant MBP peptide epitopes induce mechanical allodynia in both a T cell-dependent and -independent manner.

## Methods

### Reagents

Reagents were purchased from Sigma (St. Louis, MO) unless indicated otherwise. MBP2-18 (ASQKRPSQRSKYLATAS), MBP68-86 (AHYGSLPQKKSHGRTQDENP), MBP84-104 (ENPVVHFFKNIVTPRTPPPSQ), and scrambled MBP84-104 (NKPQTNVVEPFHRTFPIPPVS; sMBP84-104) peptides, derived from human MBP sequence (GenBank #AAH08749), were synthesized by GenScript. To prevent their degradation by exoproteinases, these 97% to 99% purity peptides were N- and C-terminally protected by acetylation and amidation, respectively. Because of the incomplete homology between the human and rodent MBP68-86 sequence, an additional Lys residue was inserted in the MBP68-86 sequence (underlined in the sequence above) to make the resulting peptide more uniformly applicable for our studies. Primers and *Taqman* oligonucleotide probes for rat MMP-9 (GenBank #NM_031055), GAPDH (GenBank #XO2231), and tumor necrosis factor-α (TNF-α, GenBank #NM_012675) were designed using Primer Express 2.0 software (Applied Biosystems) and obtained from Biosearch Technologies [30]. Similarly, the probes for rat IL-17A (GenBank #NM_001106897.1), were obtained from Applied Biosystems (Assay ID Rn01757168_m1). GM6001, a broad-spectrum MMP inhibitor, was purchased from Millipore. SB-3CT, a selective MMP-2/9 inhibitor, was purchased from EMD Biosciences. The following detection antibodies were used in our studies: rabbit anti-rat MMP-9 (Torrey Pines Biolabs, cat. #TP221, 1:500), goat anti-mouse MMP-9 (R&D Systems, cat. #AF909; 1:250), rabbit anti-S100 (Dako, cat. #Z0311, 1:500), murine anti-CD68 (clone ED1, Abcam, cat. #ab31630; 1:100), rabbit anti-von Willebrand factor (vWF, Abcam, cat. #ab6994, 1:1,000), rabbit anti-Iba1 (Wako, cat. #019-19741, 1:500), rat anti-MBP (Abcam, cat. #ab40390, 1:250), murine anti-human MBP (clone 22, AbD Serotec, cat. #MCA686S, 1:250), murine anti-MHC II (clone OX6, Abcam, cat. #Ab6403, 1:200), mouse anti-T cell receptor alpha/beta (TCR; AbD Serotec, cat. #MCA453G, 1:200), mouse β-actin antibody (Sigma, cat. #A53166, 1:30,000), goat anti-mouse conjugated with Alexa 594 (Molecular Probes, 1:500, red), or goat anti-rabbit conjugated with Alexa 488 (Molecular Probes, 1:500, green). The nuclei were stained with DAPI (Molecular Probes, 1:20,000, blue). We also used a rabbit anti-MBP antibody (Millipore, cat. #AB5864, 1:1,000) that recognizes degraded MBP and that was generated against the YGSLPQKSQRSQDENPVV MBP69-86 synthetic peptide (the guinea pig sequence) as an immunogen. Antibodies were diluted in TBS containing 0.1% Tween-20 and 1% normal goat serum.

### Animals, surgery, and therapy

All animals were housed at 22 °C under a 12 h light/dark cycle with food and water *ad libitum.* Animals were anesthetized with 4% isoflurane (Aerrane; Baxter) in 55% oxygen or a rodent anesthesia cocktail containing Nembutal (50 mg/mL; Abbott Labs) and diazepam (5 mg/mL) in 0.9% PBS (Steris Labs). Sprague–Dawley rats (*n* = 144, 200–225 g adult females), athymic nude rats (rnu^−/−^, Hsd:RH-*Foxn1*^*rnu*^*n* = 6, 8-week-old females) and their heterozygous controls (rnu^+/−^, Hsd:RH-*Foxn1*^*rnu*^*/Foxn1*^*+*^*n* = 6, 8-week-old females) were obtained from Harlan Labs. The common sciatic nerve was exposed unilaterally at the mid-thigh level. Four loosely constrictive chromic gut sutures were tied around the nerve to produce CCI [35]. SB-3CT (10 mg/kg body weight in 10% DMSO) was injected i.p. twice: first at the initiation of CCI and then in 24 h. Sol‐vent alone was used as a vehicle. In a separate group of animals, the exposed naïve sciatic nerves received an intraneural injection of an MBP peptide (50 μg) in 5 μL PBS, or an equal volume of PBS as a vehicle using a 33-gauge needle on a Hamilton syringe. For a sham-operated control, the sciatic nerve was exposed but otherwise not manipulated. The sciatic nerves and ipsilateral dorsal horn of the spinal cords were collected for analyses. FVB.Cg-Mmp9tm1Tvu/J (MMP-9^−/−^*n* = 6; 20 g, adult females) and wild-type FVB/NJ (WT, *n* = 6; 20 g, adult females) mice were obtained from Jackson Labs. The sciatic nerve was exposed unilaterally at the mid-thigh level and crushed using fine, smooth-surface forceps twice for 2 s each. The animals were sacrificed by an overdose of the Nembutal/diazepam cocktail, followed by Beuthanasia (100–150 mg/mL, i.p., Schering-Plough Animal Health). The animals were handled according to the NIH Guide for the Care and Use of Laboratory Animals and the required protocols were approved by the Institutional Animal Care and Use Committee.

### Two-dimensional liquid chromatography/tandem mass spectrometry/mass spectrometry (2D-LC/MS/MS), proteomics, and pathway analysis

The rat sciatic nerves were isolated, snap-frozen in liquid N_2_ and stored at −80 °C. The samples were homogenized, sonicated, extracted 60 min at ambient temperature in 100 mM Tris–HCl, pH 8.0, containing 8 M urea and the protease and phosphatase inhibitor cocktails, and the insoluble material was removed by centrifugation (16,000xg; 15 min). The supernatant samples (at least 0.5 mg total protein each) were then processed by the Proteomics Core facility of the Sanford-Burnham Medical Research Institute. The samples were reduced (10 mM tris(2-carboxyethyl) phosphine, 37 °C, 30 min), alkylated (20 mM iodoacetamide, 37 °C, 40 min in the dark), and digested using Modified Trypsin, Mass Spectrometry Grade (Promega; 1:100 w/w ratio; 37 °C, 16–18 h). The samples were desalted using a SepPack cartridge, dried using a SpeedVac and re-suspended in 0.1 mL 5% formic acid. The resulting peptides were separated into 24 fractions using an offline Michrom MDLC pump (Michrom) with a Michrom Strong Cation Exchange column. The 1/10 aliquot of each peptide fraction was analyzed using an LTQ-Orbitrap XL mass-spectrometer (Thermo Scientific) and a 15 cm Michrom Magic C18 column coupled with a low-flow Michrom ADVANCED device. The data were analyzed by Sorcerer Enterprise v.3.5 software (Sage-N Research) using the ipi.Rat.v3.56 protein database. 57 Da were added to cysteines to identify carboxyamidomethylated cysteines, 16 Da were added to methionines to identify oxidated methionines. The search results were sorted, filtered, and statistically analyzed using a trans-proteomic pipeline (TPP) (Institute for Systems Biology, Seattle, WA) with a 90% minimum probability score and an error rate ≤2%. An additional search was performed using a Prolucid search algorithm with a DTASelect function via an Integrated Proteomics Pipeline (IP2) server. Relative levels of the proteins in the samples were then analyzed using IP2 for a Label-Free differential peptide/protein analysis. The final data were subjected to bioinformatics analyses using Ingenuity IPA 8.7 software (Ingenuity Systems).

### Real-time qRT-PCR, genome-wide transcriptional profiling, and pathway analysis

The rat sciatic nerves were isolated and stored in RNA-later (Ambion) at −20 °C. Primers and Taqman probes were optimized to amplification efficiency of 100.1-100.3% [30]. Total RNA was extracted using TRIzol (Invitrogen) and purified on an RNeasy mini column (Qiagen). The RNA purity was estimated by measuring the OD260/280 and the OD260/230 ratios. The integrity of the RNA samples was validated using an Experion automated electrophoresis system (Bio-Rad). The samples were treated with RNase-free DNAse I (Qiagen). cDNA was synthesized using a SuperScript first-strand RT-PCR kit (Invitrogen). Gene expression levels were measured in a Mx4000™ Multiplex Quantitative PCR System (Agilent Technologies) using 50 ng of cDNA and 2x *Taqman* Universal PCR Master Mix (Ambion) with a one-step program: 95 °C, 10 min; 95 °C, 30 s; 60 °C, 1 min for 50 cycles. Duplicate samples without cDNA (a no template control) showed no contaminating DNA. Relative mRNA levels were quantified using the comparative delta Ct method [36] and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) as a normalizer. The fold change between experimental and control samples was determined using the Mx4000 software.

For the genome-wide transcriptional profiling, the samples of total RNA (50 ng) from the wild-type and athymic nude rat nerves and spinal cord tissues were labeled using LowInput QuickAmp Labeling Kit and Cy3-CTP (Agilent Technologies). The labeled RNA samples were hybridized 17 h at 65 °C to SurePrint G3 Rat GE 8x60K slides (Agilent Technologies). Slides were scanned using an Agilent C Scanner. The raw data were processed using Feature Extraction software version 10.5. The initial analysis and normalization to the median were performed using GeneSpring GX software (Agilent). Differentially expressed mRNAs with signal intensities higher than two-fold over the background standard deviation were filtered by *t*-test. The statistically significant data only (*P* < 0.05) were used to calculate gene expression ratios in the samples. The gene expression data have been deposited to GEO database (accession # GSE34868, http://www.ncbi.nlm.nih.gov/geo/info/linking.html). The final data were analyzed using Ingenuity IPA 9.0 software.

### MMP-9 purification and proteolysis of MBP *in vitro*

The recombinant pro-form of MMP-9 was purified from the serum-free medium conditioned by the stably transfected HEK293 cells using the gelatin-column chromatography. The purity of the isolated MMP-9 samples was confirmed using SDS-PAGE in a 4-20% gradient acrylamide gel followed by Coomassie staining. Only the samples with purity over 95% were used in our studies. Purified pro-MMP-9 was activated using 4-aminophenylmercuric acetate. The concentration of the catalytically active MMP-9 was determined using a fluorescent assay by active site titration against a standard solution of a GM6001 of known concentration. (7-methoxycoumarin-4-yl) acetyl-Pro-Leu-Gly-Leu-(3-[2,4-dinitrophenyl]-L-2,3-diaminopropionyl)-Ala-Arg-NH_2_ (Bachem) was used as a fluorescent substrate [27,37].

Human MBP (4 μg; approximately 11 μM) was co-incubated with activated MMP-9 (1–100 nM; an enzyme-substrate ratio 1:100–1:10,000) in 50 mM HEPES, pH 6.8, supplemented with 10 mM CaCl_2_ and 50 μM ZnCl_2_, for 1 h at 37 °C. The total volume of the reactions was 20 μL. Where indicated, GM6001 (2.5 μM) was added to the reactions to inhibit MMP-9. The cleavage reaction was stopped using a 5xSDS sample buffer. The digest samples were analyzed by SDS-PAGE and by MALDI-TOF MS using an Autoflex II MALDI TOF/TOF instrument (Bruker Daltonics). For MS analysis, the reactions were cooled on ice and equal volumes (2 mL) of a sample and of a sinapic acid (20 mg/mL) in 50% acetonitrile-0.1% trifluoroacetic acid solution were mixed, spotted directly on a MALDI target plate, air-dried, and co-crystallized for 10 min. Mass spectra were processed with FlexAnalysis 2.4 software (Bruker Daltonics). The singly charged cleavage products, which were observed only in the cleavage reactions but not in the controls, were recorded and processed further.

### Gelatin zymography

Sciatic nerves were isolated, snap-frozen in liquid N_2_, and stored at −80 °C. Proteins were extracted in 50 mM Tris–HCl, pH 7.4, containing 1% Triton-x 100, 150 mM NaCl, 10% glycerol, 0.1% SDS. Extract aliquots (10–70 μg total protein as determined by BCA Protein Assay, Pierce) were analyzed using 10% acrylamide gels co-polymerized with 0.1% gelatin. After electrophoresis, gels were washed in 2% Triton X-100 for 30 to 60 min at ambient temperature, incubated for 16 to 18 h at 37 °C in 50 mM Tris–HCl buffer, pH 7.4, containing 10 mM CaCl_2_ and 1 μM ZnCl_2_ and 0.2 mM sodium azide, and stained with Coomassie Blue R250 to visualize the gelatinolytic activity bands.

### Neuropathology, immunohistochemistry, and microscopy

Plastic-embedded transverse nerve sections (0.75 μm each) were used for neuropathologic evaluation. Sciatic nerves were isolated and placed in 2.5% glutaraldehyde in 0.1 M phosphate buffer, osmicated, dehydrated, and embedded in araldite resin. Sections were cut with a glass knife on an automated Leica RM2065 microtome and stained using methylene blue Azure II. Immunohistochemistry was performed in tissues fixed in 4% para‐formaldehyde, embedded in paraffin, or cryoprotected in graded sucrose and embedded into OCT compound in dry ice. The 10-μm sections, when required, were deparaffinized using xylene and rehydrated in ethanol and PBS, immersed in 0.5% sodium borohydride followed by treatment with the antigen retrieval reagent (Dako) for 5 min at 95 °C, then for 20 min at ambient temperature. Teased nerve fibers were prepared from the transected and de-sheathed sciatic nerves. Nerve bundles were separated using a pair of fine smooth microforceps. Individual fibers were teased out using 0.20-0.22 mm acupuncture needles (Vinco, Oxford Medical Supplies) on a glass slide, dried at ambient temperature and stored at −20 °C. Non-specific binding was blocked using PBS containing 5% normal goat serum and 0.25% Triton X-100. The sections were incubated with a primary antibody (4 °C, 16–18 h) followed by an Alexa 488-conjugated (green) or Alexa 594-conjugated (red) species-specific secondary antibody (Invitrogen, 1 h, ambient temperature). The nuclei were stained with DAPI (5 min). Sections were mounted using a Slowfade Gold antifade reagent (Molecular Probes). The images were acquired using a Leica DMR microscope and Openlab 4.04 imaging software (Improvision).

### Behavior tests

Sensitivity to non-noxious mechanical stimuli was measured by von Frey testing [38]. Rats were acclimated to being on a suspended 6-mm wire grid. The plantar surface of the hindpaw was stimulated within the spinal nerve innervation area using calibrated von Frey filaments (Stoelting). Stimuli were applied for 4 to 6 s with a 0.4 to 15.0 g buckling force to the mid-paw plantar surface. In the event of a positive response, the next weaker stimulus was chosen for the next measurement. In the absence of a response, a stronger stimulus was presented. This consecutive way of applying filaments was continued until six responses in the immediate vicinity of the 50% threshold were obtained. The resulting sequence of positive and negative responses was used to interpolate the 50% withdrawal threshold, determined using the up-down method. Stimuli were separated by several seconds or until the animal was calm with both hind paws placed on the grid. Paw withdrawal latency to a thermal stimulus was measured by a Hargreaves testing device [39]. The hind paw was stimulated by a radiant heat source. Withdrawal of the paw from the heat source was measured four times to calculate the mean withdrawal latency. A maximal cut-off of 20 s was used to prevent tissue damage. The interval between two trials on the same paw was at least 5 min. Spontaneous pain-like behavior was measured as described in [40]. Each animal was placed in a 19 x 31 cm plexiglass cylinder and allowed to habituate. A 2 min testing period included continuous pressing of one of six (0–5) numerical keys on a computer keyboard, corresponding to the instantaneous behavior of the animal, rated by the positions of the injured hind paw as follows: 0, the paw is placed normally on the floor; 1, the paw is placed lightly on the floor and the toes are in a ventroflexed position; 2, only the internal edge of the paw is placed on the floor; 3, only the heel is placed on the floor and the hind paw is in an inverted position; 4, the whole paw is elevated; 5, the animal licks the paw. The measurements were repeated twice within 2 h. An index for noxious behavior was calculated by multiplying the time that rat spent in each behavior by a weighting factor for that behavior, and divided by the length of the observational period, using the formula: [0 t0 + 1 t1 + 2 t2 + 3 t3 + 4 t4 + 5 t5]/120 s, where t0-t5 are the time in sec spent in behaviors 0–5, respectively. The three values corresponding to three blocks of 120 s were averaged to determine the spontaneous pain score for each rat. All tests were performed daily for 3 days before peptide injection and then daily thereafter by an investigator blinded to the experimental groups.

### Data analyses

Statistical analyses were performed using KaleidaGraph 4.03 (Synergy Software) or SPSS 16.0 (SPSS) software by a two-tailed, unpaired Student’s *t*-test for comparing two groups, or analyses of variance (ANOVA) for repeated measures for comparing three or more groups, followed by the Tukey-Kramer post-hoc test, unless specified otherwise. *P* values ≤ 0.05 were considered significant.

## Results

### Proteomics identifies prominent Th cell signaling that follows nerve injury

The importance of the unbiased screening of the neurobiological mechanisms contributing to neuropathic pain has been recently emphasized [41]. Specifically, proteomics analysis of the nerve using mass spectrometry has an advantage of simultaneously assaying the axonal, glial and immune cell proteins and peptides ultimately involved in the generation of action potentials in the course of the NP development [42]. Thus, mass spectrometry analysis of the rat sciatic nerve proteome at week 1 post-CCI, when T cells infiltrate the nerve [9-11,43], and control (sham-operated) nerves unambiguously identified 1,845 common individual proteins in normal and CCI nerves. A total of 320 and 441 additional individual proteins were detected only in the CCI and sham nerve samples, respectively (Additional file 1: Table S1 and Additional file 2: Table S2, respectively). Ingenuity software was used to analyze these results further and to identify the canonical signaling pathways, which were representative for our dataset. Thus, the infectious disease, the CD28 T-helper signaling, and the calcium-induced T cell apoptosis pathways are the major pathways that characterize the CCI proteome samples relative to the sham samples (Figure 1). Table 1 identifies the individual molecules that contribute to these T cell related pathways in CCI samples. According to Ingenuity, other up-regulated pathways in our CCI samples as compared with the sham-operated nerve samples also include inflammatory response, phospholipase C, and protein kinase A signaling pathways.

**Figure 1:**
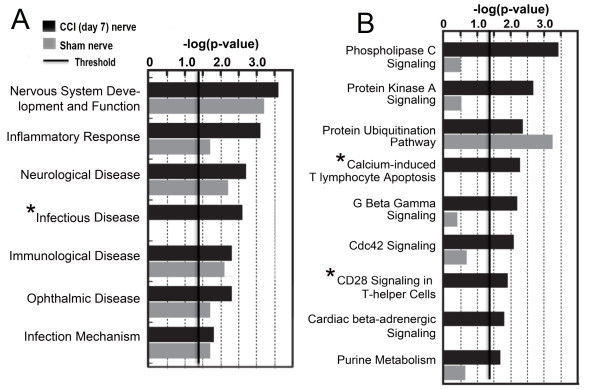
**T-helper cell signaling is induced after CCI.** Ingenuity pathway analysis of the canonical pathways (**A**) and signaling cascades (**B**) using the proteins unique to sciatic nerve proteome at day 7 after CCI or sham operation. The bars represent -log (*P* value) for a system or a pathway to be represented with a threshold set at 1.4 (*P* < 0.05) in *n* = 3/group. CCI presents as an infectious disease, with CD28 Th cell signaling and T cell apoptosis among unique pathways activated relative to sham-operated nerve (asterisks).

**Table 1:** List of molecules in T cell-related canonical pathways in CCI

**Biological function**	***P*value**	**Molecules**
Infectious disease	2.41E-03 to 4.67E-02	AFG3L2, AHCTF1, ALKBH3, BCLAF1, C1R, DDX23, DPM1, ETHE1, FLII, GANAB, HLA-DQB1, IMPDH1, MAPT, MERTK, NUP62, PPP3CA, PPP3CB, PYCRL, RAB6A, RANBP2, RPL10A (includes EG:4736), SFRS2, STXBP1, STXBP1, TIMM8A, TOP2B, TPPP, TPPP, USP39, ZMPSTE24
CD28 signaling in T-helper cells	1.25E-02	FYN, HLA-DQB1, PDPK1, PPP3CA, PPP3CB, PTPN6
Calcium-induced T lymphocyte apoptosis	3.87E-03	ATP2A3, HLA-DQB1, PPP3CA, PPP3CB, PRKCI

Ingenuity pathway analysis of the 2D-LC-MS/MS sciatic nerve proteome (day 7) after sham operation (normal) or CCI. *P* values for each biological function calculated by Fisher’s exact test are indicated.

These unbiased data highlighted the principal role of the infiltrating T cells in the nerve post-CCI and guided, at least partly, our follow-up research efforts. Having implicated MMP proteolysis of myelin in initiating mechanical allodynia [5], we hypothesized that the MMP-generated MBP digest peptides in the course of nerve injury comprise the cryptic T cell epitopes, which are sheltered from immunosurveillance in the intact nerve.

### Acute MMP-2/9 inhibition blocks CCI-induced allodynia and neuroinflammation

Broad-spectrum MMP inhibition suppressed immune cell infiltration after nerve injury [5]. Within week 1 post-CCI, when T cells infiltrate the nerve, MMP-2 and MMP-9 activity was differentially induced in the nerve (Figure 2A). MMP-9 was undetectable in the naïve nerve but it was sharply up-regulated following CCI. MMP-9 appeared as a prominent 92 kDa latent pro-enzyme, an active 88 kDa monomer and high molecular weight homo- and heterodimers at 3 h after CCI. A heterodimer of MMP-9 with a tissue inhibitor of metalloproteinases (TIMP)-1, found in nerve within day 1 post-injury [44], partially protected gelatin from degradation (Figure 2A). Constitutive expression of the 72 kDa MMP-2 latent proenzyme was observed in the naïve nerve. By day 1, MMP-2 was partially activated, resulting in a 68 kDa enzyme band. We quantified the increase in the MMP-9 expression at day 1 post-CCI. MMP-9 mRNA levels increased 284-fold and 42-fold compared with the naïve and sham-operated nerve samples, respectively (Figure 2B). According to our immmunostaining studies, the crescent-shaped Schwann cells and the vessel endothelial cells expressed MMP-9 at this time-point (Figure 2C). The MMP-2 immunoreactivity was detected in the perivascular areas, and also on the Schwann cell plasma and/or basement membranes. The MMP-9 immunoreactivity was also observed in the axoplasm of myelinated fibers in nerve post-injury [44]. Schwann cells (identified by S100) and macrophages (identified by CD68) were the main source of MMP-9 in injured nerve at day 1 and week 1 post-CCI, respectively (Figure 2D). Vessel endothelial cells (identified by vWF) produced MMP-2 at both time-points. These MMP expression patterns are consistent with the previous reports [45,46].

**Figure 2:**
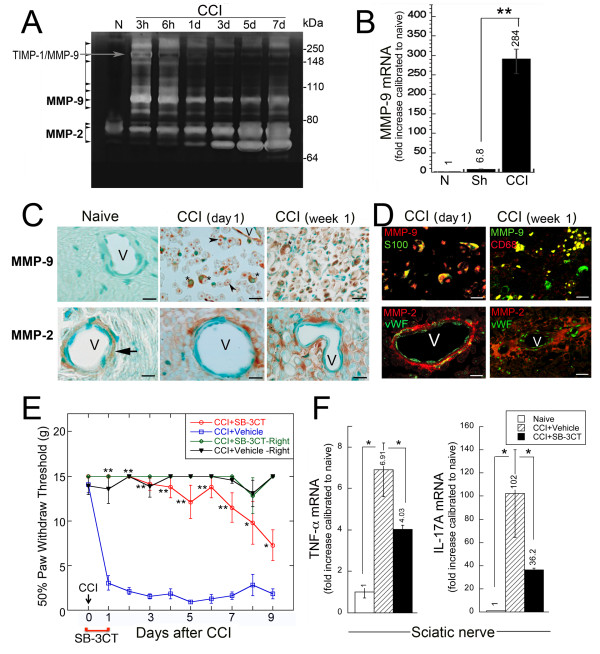
**Acute MMP-9/2 inhibition attenuates CCI-induced allodynia and neuroinflammation.** (**A**) Gelatin zymography of sciatic nerve extracts (70 μg total protein/lane) obtained at 3 h, 6 h, 1 day, 3 days, 5 days, and 7 days post-CCI. The arrows point to the MMP-9 and MMP-2 species. (**B**) *Taqman* qRT-PCR for MMP-9 in the sham (Sh) and CCI sciatic nerves (day 1). The mean relative mRNA ± SEM of *n* = 6/group normalized to GAPDH compared to naïve (N) nerve (**, *P* < 0.01). (**C**) Immunostaining of MMPs (2’2-diaminobenzidine, brown) in the sciatic nerve at day 1 and week 1 post-CCI. Methylene Blue, counterstain. MMP-9 is in the Schwann cells (asterisks) and axoplasm (arrowheads). MMP-2 is at the blood-nerve barrier (arrow), surrounding the vessel (V) endothelium, perivascular areas and at the Schwann cell plasma and basement membranes. Representative of *n* = 3/group. Scale bar, 40 μm. (**D**) Top panel, MMP-9 (red, left; green, right) co-localizes (yellow) with the S100-positive Schwann cells (left) at day 1 and with the CD68-positive macrophages (right) at week 1 post-CCI. Bottom panel, MMP-2 (red) localizes along the blood-nerve barrier and vWF-positive endothelial cells (green) at both time-points. Representative of *n* = 3/group. Scale bar, 40 μm. (**E**) von Frey testing after CCI and administration of SB-3CT (10 mg/kg) or the vehicle (10% DMSO) i.p., twice, at days 0 and 1 post-CCI. Decline in the withdrawal threshold in the ipsilateral (ipsi) to CCI hind paw corresponds to allodynia. SB-3CT-treated rats displayed no sensitivity to stimuli below 10–15 grams, comparable to that of contralateral (contra), uninjured hind paws. The mean withdrawal threshold (gram force; g) ± SEM of *n* = 6/group (**, *P* < 0.01; *, *P* < 0.05). (**F**) *Taqman* qRT-PCR for TNF-α and IL-17A analyzed at the completion of E (day 9 post-CCI). The mean relative mRNA ± SEM of *n* = 5/group normalized to GAPDH compared to the contralateral nerve (*, *P* < 0.05).

Ongoing therapy using the broad-spectrum MMP or selective MMP-2/9 inhibitors suppressed the development of NP [5,33]. To test if the acute selective MMP-9/2 inhibition suppressed the CCI-induced pain, we employed SB-3CT. SB-3CT is a selective, mechanism-based MMP-2/9 inhibitor (k_i_ = 14-600 nM) [47] shown efficacious in promoting the functional recovery from brain and spinal cord injury [48,49]. SB-3CT (10 mg/kg, i.p.) was administered twice, during the CCI operation and then in 24 h. A significant and stable drop in the mechanical withdrawal threshold (severe allodynia) was evident readily after CCI in the vehicle-treated animals (Figure 2E). In contrast, acute SB-3CT therapy maintained the high threshold levels for up to 9 days in the animals. As measured at the end of the behavioral tests (day 9 post-CCI), acute SB-3CT therapy decreased the levels of the pro-nociceptive TNF-α and IL-17A in the CCI samples compared to the vehicle group (Figure 2F). There was no significant change in the corresponding lumbar 4/5 DRG and spinal cord expression of either TNF-α or IL-17A at this time-point (data not shown). Thus, immediate and acute inhibition of MMP-9/2 proteolysis prevented the CCI-induced mechanical allodynia and neuroinflammation for longer than week 1 of injury.

### MMP-9 degrades MBP *in vitro* and *in vivo*

Next, we tested if MBP cleavage by MMP-9 uncovered cryptic T cell epitopes normally sheltered from immunosurveillance.A noticeable level of MMP-9 proteolysis of human MBP (18.5 kDa) was observed *in vitro* in 1 h at an enzyme-substrate molar ratio as low as 1:10,000, while the degradation of MBP was largely accomplished at a 1:1,000 molar ratio (Figure 3A). GM6001, a broad-spectrum MMP inhibitor, abolished MMP-9 proteolysis of MBP. The mass of the MBP digest fragments and, consecutively, their peptide sequence was determined by MALDI-TOF MS (Figure 3B; Table 2). The MBP digest fragments comprised the known immunogenic sequence regions of MBP, MBP84-104, and MBP68-86 sequences, capable of causing experimental autoimmune encephalomyelitis or neuritis in animal models [50-54].

**Figure 3:**
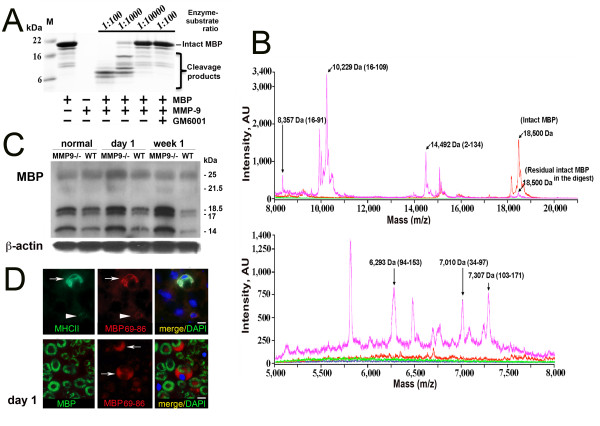
**MMP-9 proteolysis yields MBP epitopes.** (**A**) *In vitro* cleavage of MBP (18 kDa) by MMP-9. Human MBP (4 μg; 11 μM) was co-incubated with MMP-9 at an enzyme-substrate ratio of 1:100–1:10,000 in 50 mM HEPES, pH 6.8, 10 mM CaCl_2_ and 50 μM ZnCl_2_ for 60 min at 37 °C. Where indicated, GM6001 was added to the reactions. The digests were analyzed using SDS-PAGE. M, molecular weight markers. (**B**) Representative MALDI-TOF MS spectra of the MBP samples. MBP (11 μM) was co-incubated for 60 min at 37 °C with MMP-9 (10 nM). The digests were analyzed using a Bruker Daltonics Autoflex II MALDI TOF mass spectrometer to determine the molecular mass of the resulting peptides. The high and low molecular mass fragments are shown in the top and bottom panels, respectively. The spectra represent arbitrary units (AU) for the MBP digest (magenta), the intact MBP (red), and the buffer alone (green). The numbers in parentheses show the numbering of the peptide in the MBP sequence. (**C**) Western blotting for MBP in the sciatic nerves at 1 day and week 1 post-crush or contralateral (normal) nerves in MMP-9 null (^−/−^) or a wild-type (WT) mice (pooled from *n* = 3 mice/lane). β-actin, protein loading control. (**D**) Immunostaining of MBP69-86 using a specific antibody (AB5864, Millipore, red) and MHCII (green, top) or intact MBP (green, bottom) in the myelinating Schwann cells (arrows) and other cells (arrowheads) at day 1 post-CCI. DAPI, blue. Representative of *n* = 3/group. Scale bar, 10 μm.

**Table 2:** **MMP-9-digested MBP peptides*in vitro***

**ASQKRPSQR^10^ HGSKY↓LATAS^20^ TMDHARHGFL^30^ PRH↓RDTGILD^40^ SIGRFFGGDR^50^ GAPKRGSGKD^60^ SHHPARTAHY^70^ GSLPQKSHGR^80^ TQDENPVVHF^90^ F↓KN↓IVTP↓RTP^100^ PP↓SQGKGRGL^110^ SLSRFSWGAE^120^ GQRPGFGYGG^130^ RASD↓YKSAHK^140^ GFKGVDAQGT^150^ LSK↓IFKLGGR^160^ DSRSGSPMAR^170^ R^171^**		
Peptide sequences	Molecular mass, Da	
	Calculated	Measured
A^2^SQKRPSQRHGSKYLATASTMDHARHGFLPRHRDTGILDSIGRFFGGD	14,482	14,498
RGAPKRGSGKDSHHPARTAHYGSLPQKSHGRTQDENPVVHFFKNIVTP		
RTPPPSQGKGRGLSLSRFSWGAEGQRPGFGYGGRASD^134^		
L^16^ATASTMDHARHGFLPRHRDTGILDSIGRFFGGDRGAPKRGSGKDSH	10,229	10,247
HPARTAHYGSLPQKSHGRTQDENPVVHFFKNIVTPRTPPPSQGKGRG^109^		
L^16^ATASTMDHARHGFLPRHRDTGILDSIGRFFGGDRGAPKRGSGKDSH	8,357	8,356
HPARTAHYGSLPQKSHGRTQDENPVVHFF^91^		
S^103^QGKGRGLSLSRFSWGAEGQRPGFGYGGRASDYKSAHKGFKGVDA	7,307	7,296
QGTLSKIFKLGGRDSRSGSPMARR^171^		
R^34^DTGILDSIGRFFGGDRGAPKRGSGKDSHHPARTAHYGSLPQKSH	7,010	7,018
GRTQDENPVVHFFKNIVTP^97^		
I^94^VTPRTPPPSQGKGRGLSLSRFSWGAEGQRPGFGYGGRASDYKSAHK	6,293	6,284
GFKGVDAQGTLSK^153^		

MMP-9 proteolysis of human MBP was performed as detailed in Figure 3, followed by MALTI-TOF MS analysis of the digest fragments. The proteolysis of MBP by MMP-9 was performed at a 1:1,000 enzyme-substrate ratio. The sequences of intact MBP and digest fragments are shown. The arrows indicate the MMP-9 cleavage sites. The dot indicates the initiating Met-1.

In the PNS, MBP is presented as several splice variants (14, 17, 18.5, and 21.5 kDa) and charge isoforms with the potentially different posttranslational modifications [22,23]. We have previously demonstrated that the nerves of MMP-9 null mice accumulated different MBP isoforms both early (day 1) and later (day 10) post-injury [5,32]. Consistent with our previous data and the ability of MMP-9 to proteolyze 18.5 kDa MBP *in vitro*, the 18.5 kDa MBP and also the low molecular weight MBP species accumulated in the MMP-9-deficient nerves within 1 day post-injury (Figure 3C). At day 1 post-injury, MMP-9 co-localized with the degraded MBP in myelinating Schwann cells in the wild-type animals [5], as detected using a specific AB5864 antibody against degraded myelin.

### The endogenous MBP epitopes in Schwann cells, monocytes, and A-fibers of the injured nerve

Because monocytes infiltrate the nerve only after day 2 post-injury, we aimed to determine the cells involved in MBP degradation and antigen presentation at day 1 post-CCI. The AB5864 antibody to the degraded MBP we used was generated against the MBP69-86 peptide as an immunogen. As a result, in the areas of demyelination, this antibody efficiently recognized the MBP69-86 cryptic epitope from the central portion of MBP rather than the full-length intact MBP in which this epitope was sheltered [55]. Non-lesioned nerves were not reactive with the AB5864 antibody [5], and the immunoreactivity patterns of MBP69-86 and intact MBP were clearly distinct in the injured nerve (Figure 3D). Note that myelinating Schwann cells present as crescent structures due to their association with myelinated axons (reactive for intact MBP) at a 1:1 ratio. At day 1 post-CCI, the endogenous MBP69-86 epitope was detected in MHCII-reactive Schwann cells as well as in certain other cell types (Figure 3D).

The distribution of endogenous MBP69-86, MHCII and MMP-9 within the domains of myelinated fibers was analyzed in the teased rat sciatic nerve preparations at day 1 and week 1 after transection (Figure 4). Due to Wallerian degeneration altering the integrity of A-fibers in the distal segment, we analyzed the fibers from the segment immediately proximal to transection, the site where MMP-9 expression and activity were induced [44,56]. MMP-9 co-localized with MBP69-86 in the Schwann cell cytoplasm and perinuclear areas of the teased nerve fiber preparations (Figure 4A). Intriguingly, at day 1 post-injury, MBP69-86 localized in the paranodal/nodal regions, in close proximity to MMP-9 (Figure 4B) and MHCII (Figure 4C) on the Schwann cell plasma and/or basement membranes. MHCII-positive round small cells adjacent to the myelinated fibers were reactive for MBP69-86 at day 1 (Figure 4D) and, especially week 1 (Figure 4E) post-injury. A number of MBP69-86-reactive macrophages (identified by CD68) were adjacent to the fibers (Figure 4F). The later finding may represent phagocytosed myelin in hematogenous or resident macrophages, or the degraded *Golli-*MBP, expressed in immune cells [26].

**Figure 4:**
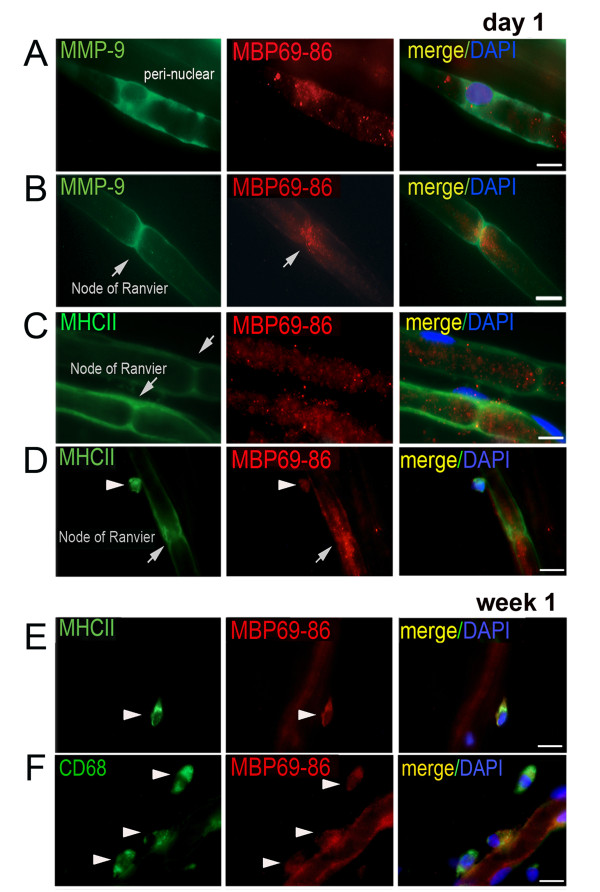
**Accumulation of MBP69-86 at the nodes/paranodes of myelinated fibers.** Dual-immunostaining of MBP69-86 using a specific antibody (AB5864, Millipore, red, A-F) and MMP-9 (green, A-B), MHCII (green, C-E) or CD68 (green, F) in teased nerve fibers at day 1 (A-D) or week 1 (E-F) after and immediately proximal to transection. DAPI, blue. MMP-9 and MBP69-86 co-localize in the perinuclear and cytosolic regions of the myelinating Schwann cells (**A**). MMP-9, MBP69-86 and MHCII co-localize in the paranodal/nodal areas of presumably, A-fibers (arrows, **B**, **C**, **D**). Additionally, MBP69-86 is found in small, MHCII-positive cells adjacent to the fibers (**E**, arrowhead), such as CD68-reactive macrophages (**F**, arrowheads). Representative of approximately 20 individual fibers in *n* = 3/group. Scale bars, 10 μm.

### MBP peptides induce allodynia

Our data indicate that as a result of MMP-9 proteolysis of MBP *in vitro,* cryptic epitopes are released at the N-terminal and central portions of the MBP sequence, including MBP68-86, MBP84-104 (summarized in Figure 5A). In agreement, the immunodominant MBP69-86 peptide sequence was produced in the injured nerve. Next, we analyzed the effect of the synthetic MBP peptides on pain-like behaviors. Mechanical and heat hypersensitivity and spontaneous pain-like behavior parameters were assessed in rats after a single intraneural injection of MBP84-104, MBP68-86, MBP2-18 and scrambled MBP84-104 (sMBP84-104) peptides (>97-99% pure, 50 μg each) into a naïve sciatic nerve (Figure 5B). A drop in the mechanical withdrawal threshold after the injection of the MB-P84-104 and MBP68-86 peptides corresponded to robust allodynia lasting for up to 9 days. In contrast, injection of MBP2-18 and sMBP84-104 was without effect and resulted in a withdrawal threshold comparable to PBS injection. Robust decline in the mechanical withdrawal threshold was also readily observed after a single injection of 10 μg of MBP68-86 or MBP84-104 (data not shown).

**Figure 5:**
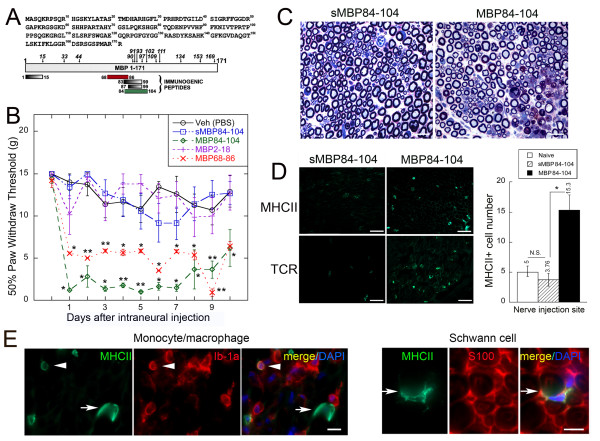
**Pro-nociceptive activity of MBP peptides.** (**A**) The 1–171 sequence of human MBP (GenBank #AAH08749). The immunogenic regions are shown at the bottom of the panel using human MBP residue numbering. Following MBP cleavage by MMP-9, the mass and, consecutively, the sequence of the digest fragments was determined by MALDI-TOF MS. The italicized numbers indicate the positions of the cleavage sites. (**B**) von Frey testing after the intraneural injection of MBP peptides (50 μg in 5 μL) or vehicle (PBS) into a naïve rat sciatic nerve. Within 1 day a decline in mechanical withdrawal thresholds was observed after the MBP84-104 and MBP68-86 injection. Control MBP2-18 and MBP84-104 scrambled (sMBP84-104) peptide induced no significant change in thresholds compared to PBS. The mean withdrawal thresholds (gram force; g) ± SEM of *n* = 6/group (**, *P* < 0.01, *; *P* < 0.05). (**C**) Methylene Blue Azure II staining in 1-μm-thick sciatic nerve sections. MBP84-104 produced myelin splitting and cell infiltration 3 days post-injection into the naïve nerve. Uncompromised axons, surrounded by a compact rim of myelin are observed in the nerves after the sMBP84-104 injection. Representative micrographs of *n* = 4/group. Scale bars, 20 μm. (**D**) Immunostaining of MHCII (green) or T cell receptor (TCR, green) in the nerve at 3 days after the MBP injection into the intact nerve. Scale bars, 25 μm. The graph represents morphometry of the mean MHCII-positive cell numbers in the sciatic nerves ± SEM of *n* = 4/group and three sections per *n* (*, *P* < 0.05). (**E**) Immunostaining of MHCII (green) and Iba1 in the monocytes/macrophages (red) or S100 in the Schwann cells (red) in the nerve after the MBP84-104 injection in the wild-type rats. Macrophages (arrowheads) and Schwann cells (arrows) represent MHCII-reactive cells in the nerve, exposed to the immunodominant MBP84-104 peptide. DAPI, blue. Representative micrographs of *n* = 4/group. Scale bars, 10 μm.

Further investigation was done using MBP-84-104 (the most potent modulator of allodynia) and its scrambled peptide control. The neuropathology of the respective nerves at the injection sites was analyzed at day 3 after the MBP84-104 or sMBP84-104 injection, when the difference in pain-like behavior was highly significant. In contrast with sMBP84-104, MBP84-104 produced focal myelin splitting, endoneurial edema and infiltration of phagocytic immune cells (Figure 5C). These findings were accompanied by an increase in the number of T cell receptor (TCR) and MHCII-reactive cells at the MBP84-10 injection site compared with the sMBP84-104 group (Figure 5D). Monocytes/macrophages (identified by Iba1) and Schwann cells (identified by S100) expressed MHCII after the MBP84-104 injection (Figure 5E). The effects of the MBP84-104 injection on the activation of the inflammatory pathways in the naïve nerve were analyzed further using the genome-wide gene expression profiling and bioinformatics analyses.

### T cell deficiency diminishes the pro-nociceptive MBP84-104 action

Athymic nude (rnu^−/−^) rats exhibit depleted T-cell populations in thymus-dependent areas of peripheral lymphoid organs. Because rnu^−/−^ rats are less susceptible to the development of NP [9], we used this strain to test our hypothesis that the pro-nociceptive effect of MBP84-104 depended on T cell production, infiltration or homing to the nerve and the corresponding spinal cord (Figures 6 and 7).

**Figure 6:**
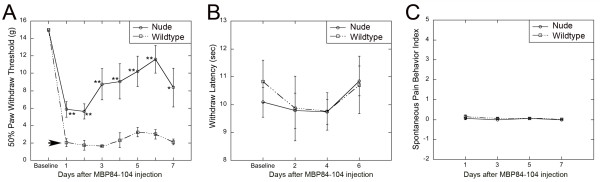
**MBP-induced allodynia is T cell-dependent**. (**A**) von Frey testing for mechanical allodynia in athymic nude (rnu^−/−^) and wild-type heterozygous (rnu^+/−^) rats after the MBP84-104 injection (50 μg in 5 μL) into the naïve sciatic nerve. The mean withdrawal thresholds (gram force, g) ± SEM of *n* = 6/group decline rapidly after the MBP84-104 injection into normal rats, corresponding to allodynia (arrow), but remain significantly higher in nude rats (**, *P* < 0.01; *, *P* < 0.05). (**B**) Hargreaves testing for thermal sensitivity. The mean paw withdrawal latency ± SEM of *n* = 6/group after thermal stimulation (radiant heat) before (baseline) and at the indicated days after the MBP84-104 injection were not different between the groups. (**C**) Spontaneous pain scoring of the MBP84-104 injected paw positioning for 6 min (3 x 120 s) using a 0–5 numerical scale demonstrates the absence of spontaneous pain-like behaviors in both rat types. The mean score ± SEM of *n* = 6/group.

**Figure 7:**
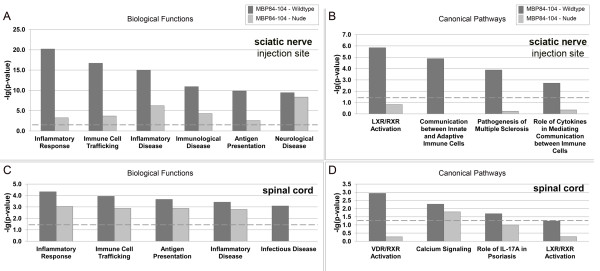
**Functional analysis of global gene expression in nerves and spinal cords after intraneural MBP84-104 injection.** Ingenuity pathway analysis of the gene expression used as the input list for generation of the top functional categories and canonical pathways (X-axis). The bars represent -log10 (*P* value) for a function or a pathway to be represented with a threshold (dashed line) set at 1.3 (*P* <0.05) in *n* = 6/group (right-tailed Fisher's exact test). Biological functions and canonical pathways are listed from most to least significant in the experimental MBP-injected animals in the injected compared to control contralateral sciatic nerves (**A**, **B**) or in the dorsal horns of the corresponding lumbar compared to control thoracic spinal cords (**C**, **D**) of the same animals. LXR, liver X receptor; RXR, retinoid X receptor; VDR, vitamin D receptor.

The mechanical withdrawal thresholds readily declined following a single MBP84-104 injection in the wild-type (rnu^+/−^) rats (Figure 6A). In turn, incomplete attenuation of allodynia was observed in nude rats. The threshold levels significantly increased by day 3 post-injection, although remained below the baseline. The injection of MBP84-104 did not cause a change in thermal withdrawal latencies (Figure 6B) or spontaneous pain-like behaviors (Figure 6C) in both rat types. We concluded that immunodominant MBP peptides, specifically MBP84-104, initiated mechanical but not thermal hypersensitivity in naïve animals, and that the pro-nociceptive activity of MBP84-104 was, at least partly, T cell-dependent.

At the completion of behavioral analyses (1 week after the MBP84-104 injection), the sciatic nerve (the injected and the contralateral side) and the dorsal horn spinal cord (the lumbar enlargement and above-the-level thoracic segments) from the wild-type and nude rats were collected for the further genome-wide transcriptional profiling. 

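RNA of the sciatic nerve, the dorsal root ganglia (DRG) and the dorsal spinal cord of wild-type and athymic nude rats was measured on 12 single-colour Agilent arrays. Nude rats carry a mutation of Foxn1, the gene that directs thymus development, and lack mature T cells. Each array holds 62976 spots, and the brightness of a spot rises with the amount of Cy3-labelled RNA bound to its probe. In each tissue of each rat type, 1 array held the side of the MBP84-104 injection (50 μg in 5 μL) and 1 array its control. The controls were the right sciatic nerve, which received PBS according to the sample labels, the right DRG, and the dorsal cord rostral to the lumbar enlargement. The DRG arrays are not part of the paper's text and were treated like the others.

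The sample labels and the paper differ on 3 points. The labels give a pool of 3 rats on each array, where the paper gives n = 6 per group. They give 7 days after the injection for the nude rats but 12 days for the wild-type rats, where the paper gives 7 days (1 week) for both. They name the wild-type rats Sprague-Dawley, where the paper's behavioral tests name heterozygous rnu+/− rats. A difference between wild-type and nude arrays therefore also holds any effect of day and strain. The 6 nude arrays and the wild-type nerve arrays lay on 1 slide of 8 arrays, and the 4 wild-type DRG and cord arrays on another. Both arrays of every comparison shared a slide, but slide and rat type cannot be told apart for the DRG and the cord. With 1 array per condition, no difference between conditions has a replicate check, so no p-value is given and every value describes these arrays.

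The authors scanned the slides and extracted spot signals with Agilent's Feature Extraction software, which subtracts the local background and corrects trends across the array. The deposited spot signals carry no normalization between arrays. The median signal was 57.7 on the injected and 53.8 on the contralateral wild-type nerve, but 23.5 on the injected and 83.9 on the contralateral nude nerve. It was 87.2 on the lumbar and 122 on the thoracic wild-type cord, and 89.7 and 89.3 on the nude cord. For the DRG it was 88.3 on the injected and 57.3 on the contralateral side of wild-type rats, and 34.4 and 30.0 in nude rats. Between 59.5% of spots, on the injected nude nerve, and 76.9%, on the injected-side wild-type DRG, were well above background. Foxn1 itself was well above background on 9 of 12 arrays, nude arrays among them, with signals from 15.9 to 61.3 on these, so its level does not check the rat type.

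Following the normalization to the median named in the methods, log2 signals were centred on the median of each array. Probes were named through their RefSeq accessions, which gave a name to 18006 of 30367 probes and 15159 genes. A gene took its brightest probe, signals were raised to the lowest signal of a probe well above background on that array, and a gene entered a comparison when it was well above background on at least 1 of its arrays. A gene seen on 1 array alone was left out where the floor of the other array put the ratio on the opposite side, since it then gives no bound. Its log2 ratio is the injected minus the contralateral side, or the lumbar minus the thoracic cord. Gene lists for 13 of the functions or parts of functions the paper names were written before the data were examined, since the lists of the Ingenuity software are not used here. The median log2 ratio of a list was compared with the medians of 10000 random lists of the same size, drawn from genes of like mean signal in 20 bins. The excess of a list is its median minus the middle value of the random medians, and its percentile is its place among them. A list among the lowest or highest 2.5% of random medians is called outside the random range. The median log2 ratio of all genes was −0.38 between the nude nerves, the only comparison in which centring on the median left it more than 0.1 from 0, and −0.11 when arrays were scaled to their 75th percentile. An excess is relative to this shift, because the random lists share it.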

The aim of these experiments was two-fold: (1) correlate the decline in MBP84-104-induced allodynia with the decline in T cell response via the unbiased screening; and (2) identify T cell-independent changes induced by MBP84-104 that might persist longer in the T cell-deficient tissues. The top biological functions and pathways induced by the intraneural MBP84-104 injection both in the nerve and the cord were categorized as canonical inflammatory response, immune cell trafficking, inflammatory disease and antigen presentation pathways (Figure 7 and Table 3). 

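In wild-type rats, 478 of 10213 genes were at least 2-fold higher and 417 at least 2-fold lower in the injected than in the contralateral nerve. In nude rats the counts were 711 higher and 1278 lower of 9456 genes, and this split turned with the processing. It became 1128 and 530 with the 75th percentile, 817 and 641 after quantile normalization, 1005 and 623 after cyclic loess, and 815 and 645 with the authors' normalized values. Without a filter and a floor it was 4085 and 1653 of all 15159 genes, but 27 and 4078 after normexp background correction. This correction adds an offset of 50 to every signal. The median signal was 23.5 on the injected and 83.9 on the contralateral nude nerve, so the offset flattens the injected array more. In the wild-type nerve that correction gave 201 higher and 107 lower. In the cord, 101 genes were higher and 92 lower of 11065 in wild-type rats, and 83 higher and 63 lower of 10689 in nude rats. The nude split was 104 and 48 with the 75th percentile and 33 and 13 after normexp correction, and the wild-type split 20 and 61 after that correction. In the nerve, 458 genes changed at least 2-fold in the same direction in both rat types, where independent changes would give 79.5. In the cord there were 43 such genes, where independent changes would give 1.14.

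Of 40 measured genes of the inflammatory response list, 37 were higher in the injected wild-type nerve. The median log2 ratio was 0.91, an excess of 0.97 that lay above all 10000 random lists, and normexp correction moved this excess most, to 0.69. S100a9 rose by 3.44 on the log2 scale, Hmox1 by 2.93, Il1rn by 2.71, C3 by 2.56 and Ccl2 by 2.36. The immune cell trafficking list had 25 of 32 measured genes higher, a median of 0.82 and an excess of 0.87, again above all random lists. In the wild-type cord, 9 of 35 measured inflammatory response genes were higher in the lumbar segment and the excess was −0.13, at percentile 1.24. It was within the random range after normexp correction (−0.08) and without a filter on dim probes (−0.09). The trafficking list had 8 of 22 genes higher and an excess of −0.10, at percentile 8.29. Among the inflammatory response genes of the cord, Ccl7 rose by 1.76, while S100a8 had a log2 ratio of −1.72 and S100a9 of −1.17. No list was made for inflammatory disease, or for the immune response of Table 3, as a category of its own.

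**Figure D1:**
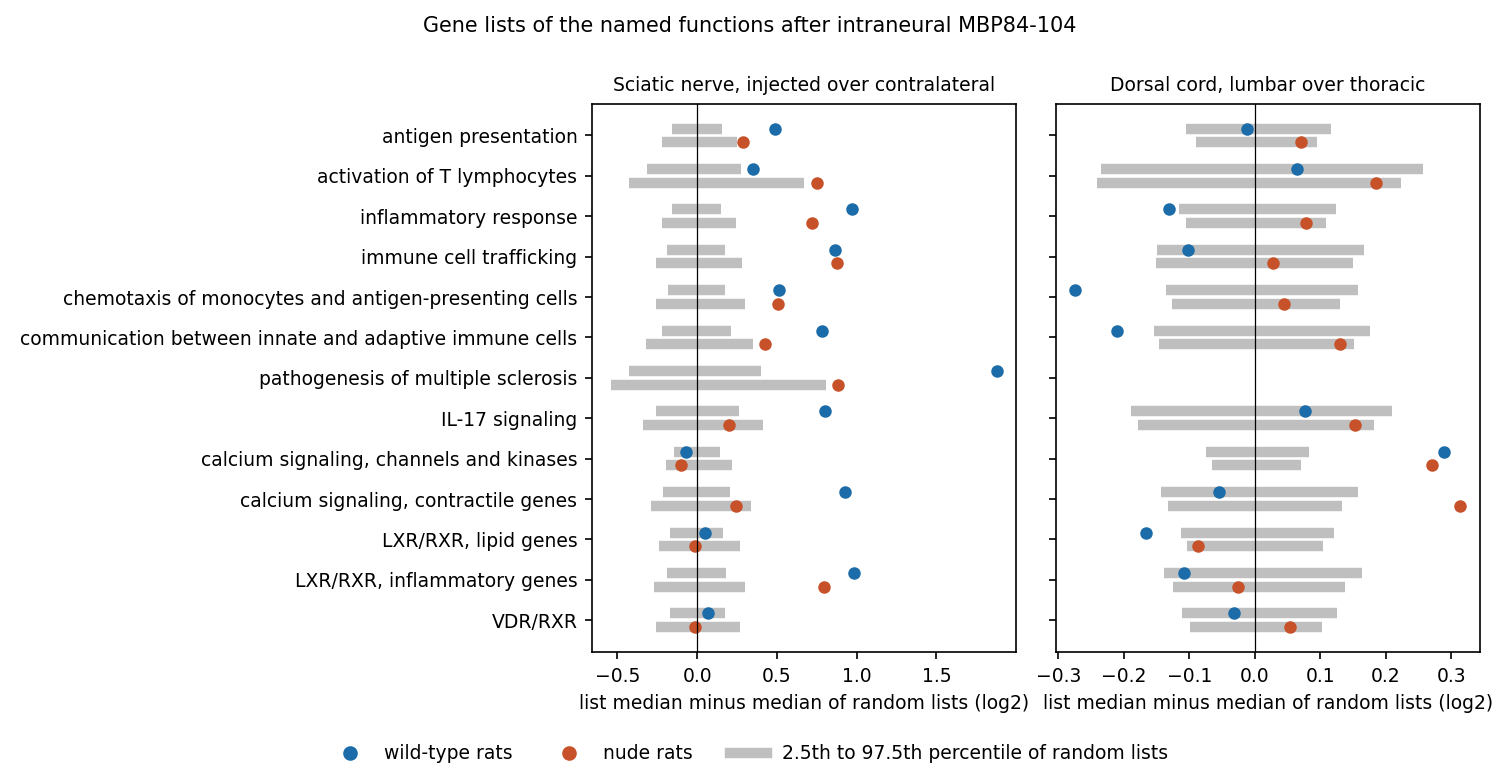
Excess (log2) of the median of each gene list over 10000 matched random lists, for the injected over the contralateral nerve (left) and the lumbar over the thoracic cord (right), with 1 array per condition. Points are wild-type (blue) and nude (orange) rats, grey bars leave out the lowest and the highest 2.5% of the random lists, and a list with fewer than 5 measured genes has no point; the wild-type inflammatory response point lies at 0.97 in the nerve and at −0.13 in the cord.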

In the nerve, 1 week after the MBP-84-10 injection the antigen presentation function was elevated approximately 10-fold (Figure 7A), communication signaling between innate and adaptive immune cells signaling was elevated five-fold (Figure 7B) and the T cell activation pathway was elevated 7.8-fold (Table 3), as compared to contralateral nerve in the same animals. 

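The antigen presentation list holds the rat MHC genes (RT1), their invariant chain and transactivators, and genes of peptide processing and loading. In the wild-type nerve, 25 of its 32 measured genes were higher on the injected side, with a median log2 ratio of 0.43, or 1.34-fold. The excess of 0.49 lay above all random lists and was between 0.41 and 0.50 under 10 alternatives. The largest changes were those of Lgmn (1.51), Ciita (1.03), Ifi30 (0.94), Ctss (0.93) and RT1-DMa (0.87). Probes for RT1 genes can bind near-identical family members, so a value for a single RT1 gene is uncertain. The list for communication between innate and adaptive immune cells had 22 of 26 measured genes higher and a median of 0.75, or 1.68-fold. Its excess of 0.78 lay above all random lists, and after normexp correction it was 0.26. Its largest changes included Cxcl10 (3.00), Tlr2 (2.07) and Ccl5 (1.83). In the list for activation of T lymphocytes, 18 of 32 genes on the array were measured and 15 were higher. The median was 0.36, or 1.28-fold, and the excess of 0.35 stood at percentile 99.0 of the random lists. Cd247 rose by 1.49 on the log2 scale, Lcp2 by 1.31, Cd8b by 0.99, Zap70 by 0.60 and Cd4 by 0.39.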

In lumbar dorsal horn spinal cord, the intraneural MBP84-104 injection produced an over three-fold increase in antigen presentation function (Figure 7C), an about 1.8-fold increase in IL-17 signaling (Figure 7D) and 2.6-fold increase in T cell activation pathway (Table 3) relative to the thoracic segment in the same animals. 

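In the wild-type cord, 7 of 28 measured antigen presentation genes were higher in the lumbar than in the thoracic segment. Their median log2 ratio corresponded to 0.942-fold, with an excess of −0.01 at percentile 41.6 of the random lists. Tap2 rose by 0.54 and RT1-T24-4 by 0.36 on the log2 scale, whereas Lgmn fell by 0.34 and Cd74 by 0.30. The IL-17 signaling list had 8 of 14 measured genes higher, a median of 1.03-fold and an excess of 0.08 at percentile 78.2. Il17a was not well above background on any of 12 arrays. In the list for activation of T lymphocytes, 6 of 11 measured genes were higher, with a median of 1.01-fold and an excess of 0.06 at percentile 71.7. Icos rose by 0.37, while Tnfrsf9 fell by 0.38. None of these 3 lists left the random range under the 10 alternatives, where the excess was between −0.05 and −0.0019, between 0.02 and 0.13, and between −0.001 and 0.13. The list for communication between innate and adaptive immune cells had 4 of 20 genes higher and an excess of −0.21 at percentile 0.56, which was within the random range after normexp correction (−0.03) and without a filter on dim probes (−0.08).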

The signaling cascades representative of autoimmune demyelination were activated at the MBP84-104 nerve injection site of the wild-type but not the nude rats (Figure 7B, Additional file 3: Figure S1). In addition, MBP84-104 activates calcium, liver X receptor (LXR), retinoid X receptor (RXR), and vitamin D receptor (VDR) signaling in the nerve and the corresponding spinal cord (Figure 7).

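Figure S1 draws 9 chemokines and chemokine receptors, and 7 of them were measured in the nerve of each rat type. Of these, 6 were higher on the injected side in wild-type rats, with a median log2 ratio of 1.83 and an excess of 1.88, above all random lists. In nude rats 6 were higher, with a median of 0.53 and an excess of 0.88 at percentile 98.3. The nude excess was within the random range under 6 of 10 alternatives, quantile normalization (0.77) and normexp correction (0.33) among them. All 7 genes had a higher ratio in wild-type than in nude rats, an excess of 0.53 for the difference at percentile 99.5. This difference was within the random range after quantile normalization (0.38) and normexp correction (0.29) and with the authors' normalized values (0.38).

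Cxcl10 differed most between the rat types, with a log2 ratio of 3.00 in the wild-type and 0.07 in the nude nerve. Ccl3 had ratios of 1.84 and 0.61, and Ccl4 of 0.71 and 0.53. After normexp correction the nude ratios of Cxcl10 and Ccl3 were below 0, at −0.53 and −0.12. The ratios of Cxcl9 (1.84 and 1.65) and Ccl5 (1.83 and 1.79) were close in the rat types. They rose in nude rats under every alternative, by 0.52 for Cxcl9 and 0.58 for Ccl5 after normexp correction, the lowest values. Cxcl11 was not well above background on any array, its highest signal being 12.3, so no ratio can be given.

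**Figure D2:**
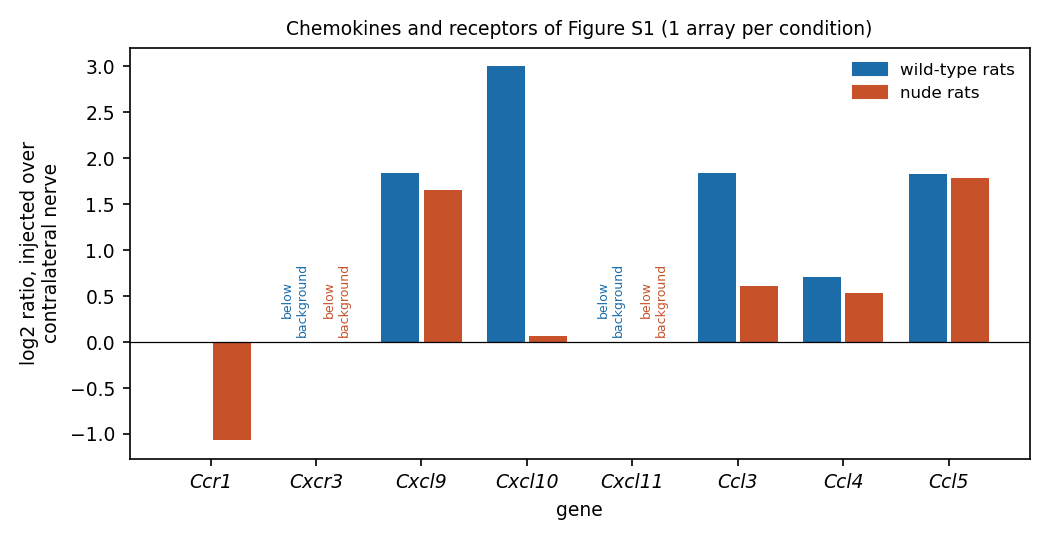
Log2 ratio of the injected over the contralateral nerve for 8 genes of Figure S1, with 1 array per condition and no error bars. Bars are wild-type (blue) and nude (orange) rats, not corrected for the lower median of all genes in the nude nerve; Cxcl10 stands at 3.00 in wild-type rats and 0.07 in nude rats, and Cxcr3 and Cxcl11 are marked as below background.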

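Calcium signaling was examined with separate lists, one of channels and kinases and one of contractile genes that the pathway also includes. In the wild-type nerve, 16 of 48 measured channel and kinase genes were higher on the injected side, an excess of −0.07 at percentile 15.7. Without a filter on dim probes this excess was −0.13, below the random range, and after normexp correction it was −0.09 and also below it. Contractile genes gave 23 of 27 higher and an excess of 0.93, above all random lists, led by Myl11 (4.15), Myh1 (3.93) and Tnnc2 (2.83), which also mark skeletal muscle. In the wild-type cord, 53 of 69 channel and kinase genes were higher in the lumbar segment, an excess of 0.29 above all random lists. Camk2b rose by 1.13, Camk4 by 0.94 and Camk1g by 0.86. Genes of dorsal horn neurons were also higher in the lumbar segment, with an excess of 0.77 in wild-type and 0.45 in nude rats. Contractile genes stayed within the random range there, at −0.05.

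LXR and RXR targets were divided into lipid and inflammatory genes. The lipid list had an excess of 0.05 in the wild-type nerve, at percentile 73.2, with Apoc1 (3.04), Clu (2.00), Apoe (1.99) and Abca1 (1.96) rising and Scd (−2.30) falling. In the cord its excess was −0.17 in wild-type rats, at percentile 0.27, and −0.09 in nude rats, at percentile 4.35, where 4 of 10 alternatives put it below the random range. The inflammatory list had 21 of 26 genes higher in the wild-type nerve and an excess of 0.98, above all random lists, and an excess of −0.11 in the wild-type cord at percentile 6.37. In nude rats its excess was 0.80 in the nerve and −0.03 in the cord. Of the 31 genes of this list on the array, 20 belong to another of the function lists. VDR and RXR targets had 15 of 29 genes higher in the wild-type nerve, an excess of 0.07 at percentile 79.7, and an excess of −0.03 in the wild-type cord at percentile 28.2.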

**Table 3:** MBP84-104 activates inflammatory pathways in nerve

Functions annotation	Nerve, -log (*P* value)		Spinal cord, -log (*P* value)	
	WT	Nude	WT	Nude
Immune response	20.2	-	4.32	-
Inflammatory response	15.8	-	2.79	1.42
Activation of T lymphocytes	7.8	-	2.64	-
Chemotaxis/aggregation of APCs	5.5	2.39	2.54	2.88
Chemotaxis of monocytes	4.2	2.61	1.86	2.36

Ingenuity pathway analysis of the genome 1 week after the MBP84-104 injection into the intact sciatic nerve in the wild-type and nude rats. Up-regulated functions as a result of inflammatory response in the injected nerve compared to the contralateral sciatic nerve and in the lumbar compared to the thoracic spinal cord, dorsal horn, are shown. 

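Table 3 lists −log10 of a P value for the overlap of changed genes with a function, which is another quantity than the log2 ratio of the function's genes. For chemotaxis of monocytes and antigen-presenting cells, 18 of 29 measured genes were higher in the injected wild-type nerve and 16 of 29 in the injected nude nerve. The excess was 0.51 in wild-type and 0.50 in nude rats, at percentiles of 100 and 99.9, and that of the difference between them 0.16 at percentile 95.7. After normexp correction the nude excess was 0.25 and within the random range. In the cord the chemotaxis list had an excess of −0.27 in wild-type rats, below all random lists, and 0.04 in nude rats at percentile 76.2. The difference between the rat types in the cord was −0.17 at percentile 0.67, and within the random range under 5 of 10 alternatives. S100a8 and S100a9, which fell in the lumbar wild-type cord, rose by 0.82 and 0.87 in the nude cord.

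Of the list for activation of T lymphocytes, 10 genes were measured in the nude nerve and 6 were higher. The excess was 0.75 at percentile 98.6, and within the random range after cyclic loess, after normexp correction and with the mean over all probes of a gene. Cd247 and Cd4 were well above background only on the contralateral nude array. The difference between the rat types had an excess of −0.03, at percentile 44.1. Over the 7 genes well above background on all 4 nerve arrays it was −1.01 at percentile 0.84, but this leaves out genes too dim on the injected nude array and so favours a higher nude ratio. In the nude cord, 10 of 11 genes of this list were higher, an excess of 0.19 at percentile 95.2 that was above the random range under 2 of 10 alternatives. The IL-17 signaling list had an excess of 0.80 in the wild-type nerve, above all random lists, and of 0.20 in the nude nerve at percentile 84.3. For communication between innate and adaptive immune cells the nude nerve gave 0.43 at percentile 98.9, within the random range after cyclic loess and without a filter on dim probes. The immune cell trafficking list gave 0.88 in the nude nerve, above all random lists, but 0.19 and within the random range after normexp correction.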

Cutoff is set at *P* < 0.05 (−log10 > 1.3). Minus indicates that the Ingenuity software did not detect the presence of the pathway in the sample.

## Discussion

Definite progress in elucidating the immunological mechanisms of NP has been achieved in recent years [17,57-60]. However, the molecular and cellular processes that cause myelinated Aβ-afferents to enter nociceptive circuits after nerve damage remain poorly understood as yet [1,61]. There is growing evidence for the direct relationship between axonal demyelination and pain [2-4,6]. We have implicated MMP proteolysis of myelin, specifically MBP, in mechanical hypersensitivity [5]. Herein, we provide strong evidence that the MMP-generated MBP digest peptides comprising the potent immunogenic epitopes are released during Wallerian degeneration. We also demonstrated that these immunogenic MBP peptides initiate mechanical allodynia in both T cell-dependent and -independent manners.

### Multiphasic roles of MMPs in MBP/golli-MBP cleavage and NP

MMPs are key degrading proteases of MBP. The peptides generated because of MMP-9 proteolysis of various MBP/Golli-MBP isoforms include MBP84-104, 69–86, as well as other immunodominant regions [27,28,37,62,63]. At least six distinct peptides in the 6–14.5 kDa range are formed as a result of MMP-9 proteolysis of pure human 18.5 kDa MBP *in vitro*. Accordingly, an 18.5 kDa and other MBP isoforms accumulated in the MMP-9-deficient nerves. Further, more in-depth studies are required to assess the *in vivo* kinetics of MMP-9 proteolysis of multiple MBP/Golli-MBP sequence and post-translationally modified isoforms [23] over the course of nerve injury. The ability of MMP-9 to affect the MBP expression by regulation of Schwann cell signaling [56] also needs to be taken into consideration.

MMP-9 co-localizes with the endogenous MBP69-86 in the myelinating Schwann cell cytoplasm [5] and perinuclear areas, and in the paranodal/nodal regions of myelinated fibers. In addition, macrophages deposit MBP69-86 in the nerve. Among the *Golli*-MBP splice forms produced by immune cells, BG21 and J37 contain the cryptic epitope sequences [21,64-66] that we have found to be released by MMPs [27,37]. Because of the cleavage redundancy among the MMP family, several MMPs are likely to proteolyze MBP/*Golli*-MBP over the course of nerve injury. The differential ability of MBP84-104, 68–86, and 2–18 peptides to produce allodynia suggests that proteolysis of MBP influences susceptibility to NP.

In addition to protecting myelin from proteolysis, ongoing broad-spectrum MMP inhibition may prevent allodynia by protecting DRG neurons from apoptosis [5] and suppressing the expression of certain voltage-gated sodium channels [44], although the latter effect may also relate to the myelin integrity [2,4]. MMP-2/9 also release the pro-nociceptive cytokines (TNF-α and IL-1β) from their transmembrane precursors, promoting peripheral and spinal glial activation and immune cell-mediated pain [33,34,58]. The nerves acutely treated immediately post-CCI with the MMP-9/2 inhibitor, SB-3CT, sustain the low levels of the TNF-α expression (produced by Schwann cells, macrophages, endothelial, Th1, and other cells) and the IL-17A expression (produced by Th17 and other cells) [11,15,67]. Because MMP-9 and not MMP-2 is induced immediately post-injury and has been implicated in the initiation of NP [5,33], we attribute the effects of acute SB-3CT therapy mainly to MMP-9 inhibition. Likewise, therapy with TIMP-1 prevents NP by MMP-9 inhibition [33], as TIMP-1 binds MMP-9 stoichiometrically and blocks access of its catalytic site to substrates [29].

### T cells in pain and pro-nociceptive action of MBP

T cell-deficient animals are less susceptible to NP [9,11,12,14]. Progress has been made in identifying T cell subset phenotypes involved in NP. For example, a decline in hypersensitivity in CD4 null mice in the spinal nerve ligation model was resumed with adoptive transfer of CD4+ Th cells [12]. Specifically, transfer of Th1 cells (that produce pro-inflammatory cytokines) restores allodynia, as Th2 cells (that produce anti-inflammatory cytokines) sustain resistance to CCI-induced pain in nude rats, strongly implicating Th1 but not Th2 cells in promoting NP [9]. IL-17A, produced by a unique subset of Th17 cells, is detected at week 1 post-CCI [11], and IL-17 deletion protects from the development of NP [15].

Activated T cells patrol the intact PNS during immunosurveillance irrespective of their antigen specificity [31]. They infiltrate the nerve at 1 week after a physical nerve damage [9-11,43] via the coordinated action of chemokines, cytokines, and MMPs that compromise the blood-nerve barrier and trigger demyelination [31,68,69]. T cell infiltration into the spinal cord also contributes to the development of peripheral NP [13,14,16]. It is plausible that repeated exposure of MBP/*Golli*-MBP epitopes results in the formation of MBP-specific T cell clones, which then infiltrate the corresponding central segments, where antigen-presenting systems are in place [14,16,19]. It is interesting to point out that the classic MBP and *Golli-*MBP differentially regulate T cell signaling [70].

The ability of MBP84-104 to initiate allodynia is diminished in nude rats, indicating the presence of the T cell-dependent mechanism of MBP action in neuropathic pain. 

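In the injected nude nerve, 8 of 30 measured antigen presentation genes were higher than on the contralateral side and their median log2 ratio was −0.15. The median of all genes lay lower on this array, so that the list still lay 0.29 above random lists, at percentile 98.95. It was within the random range after cyclic loess, after normexp correction, without a filter on dim probes and with the mean over all probes, where the excess was 0.22. For the inflammatory response, 26 of 37 measured genes were higher, with a median of 0.33 and an excess of 0.72. This excess was above the random range under each of 10 alternatives, from 0.43 to 0.79. In the nude cord, 12 of 28 antigen presentation genes were higher in the lumbar segment, an excess of 0.07 at percentile 93.6. The inflammatory response had 17 of 33 genes higher and an excess of 0.08 at percentile 92.5.

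The difference itself, the wild-type minus the nude log2 ratio of each gene, was then set against random lists. In the nerve, 28 of 30 antigen presentation genes had the higher ratio in wild-type rats, an excess of 0.24 at percentile 99.97 that was between 0.22 and 0.27 under the alternatives. For the inflammatory response it was 31 of 37 genes and an excess of 0.38, above all random lists and between 0.36 and 0.46 under the alternatives. In the cord the difference was −0.08 for antigen presentation, at percentile 4.89, and −0.20 for the inflammatory response, at percentile 0.03, the nude ratio being higher. The labelled day and strain differ between the rat types in both tissues, and the slide differs in the cord. Red blood cell genes also differed in the cord, with an excess of 0.90 in nude and −0.16 in wild-type rats. Unequal blood may therefore have added to the cord difference, which was not tested. From the weaker allodynia of nude rats (Fig. 6) the paper reasons that MBP84-104 acts in part through T cells, and it sets its array data on nude rats beside that result.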

In agreement, our data clearly demonstrated that following the MBP84-104 injection there was no increase in the inflammation and antigen presentation signaling in both the nerve and the corresponding spinal cord in nude animals*.* However, both the ability of MBP84-104 to initiate pain shortly after the injection and residual hypersensitivity in the nude rats imply that there is an additional, T cell-independent component in the ability of MBP84-104 to promote pain. For example, MBP regulates intracellular calcium flow [71,72], a key factor in pain facilitation [73]. It appears that MBP84-104 (in a T cell-independent manner) affects calcium flow in the wild-type and nude rats.

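Channels, pumps and kinases of calcium signaling did not leave the range of random lists in the nude nerve, where 13 of 47 measured genes were higher on the injected side and the excess was −0.10 at percentile 16.6. The difference between wild-type and nude nerves had an excess of −0.04 at percentile 28.2, and was below the random range after normexp correction (−0.18) and with the mean over all probes of a gene (−0.19). In the nude cord, 44 of 65 of these genes were higher in the lumbar than in the thoracic segment, an excess of 0.27 above all random lists that was between 0.17 and 0.30 under 10 alternatives. The wild-type minus nude difference in the cord had an excess of 0.15, at percentile 99.99. In the nude cord Chrna7 rose by 0.89 on the log2 scale, Camk2b by 0.59 and Camk1g by 0.35. The contractile genes of the pathway had 10 of 21 higher in the nude nerve, an excess of 0.24 at percentile 92.7 that was above the random range under 2 of 10 alternatives, and an excess of 0.31 in the nude cord, above all random lists. Skeletal muscle genes were higher in the lumbar nude cord as well, with an excess of 0.80. The cord comparison is between segments of the same animals, so it holds differences between lumbar and thoracic cord along with any effect of the injection. No measurement of calcium itself was made on the arrays.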

### 1Schwann cells in myelin clearance and antigen presentation

MBP84-104 injection into the intact nerve induced MHCII in the macrophages and Schwann cells. The endogenous cryptic MBP69-86 epitope was detected in MHCII-reactive myelinating Schwann cells within day 1 post-injury. This is not surprising, since during the first few days post-injury, Schwann cells are actively involved in the degradation and removal of the myelin debris and in the presenting of myelin antigens [69,74-78]. The deposits of the endogenous MBP69-86 in CD68-reactive injured nerve may represent phagocytosed myelin debris or the *Golli* species, expressed by monocytes and other blood cells [26]. Overall, myelin degradation and clearance in the damaged PNS appears to consist of an early phase mediated by Schwann cells and resident macrophages [31] and an antibody-dependent later phase mediated by hematogenous macrophages [25,69]. Each phase of this event may have distinct function in the NP state.

### Neuro-immune interactions at A-fibers: mechanical *vs.* thermal hypersensitivity

Accumulation of MBP69-86 and MHCII around the nodes of Ranvier is intriguing. We speculate that MBP69-86 both activates the pro-nociceptive changes in the calcium flow [71,72] and facilitates the T cell homing at these action-generating sites on A-afferents. In agreement, MBP84-104 induced mechanical allodynia but not thermal hyperalgesia, at least in the intact nerve environment, and T cell-deficient IL-17 null mice develop resistance to mechanical allodynia but not thermal hyperalgesia [15]. There is a growing appreciation that differential mechanisms underlie these NP states, as A-afferents mediate mechanical allodynia and heat-nociceptive C-fibers mediate thermal hyperalgesia [79,80]. The MBP degradation and T cell homing to the regions which are immediately proximal to transection and in which elevated MMP-9 levels and other features of Schwann cell activation manifest [44,56,81], may explain pain facilitation despite the fiber loss at the lesion site. Finally, the present study does not distinguish between the myelinated afferents and efferents, supporting a model that demyelinating motor efferents contribute to nociceptive pain [3].

## Conclusions

The present data implicate proteolyzed MBP in pain. Over the course of Wallerian degeneration, the repeated exposure of the MBP epitopes normally sheltered from immunosurveillance may lead to the formation of the MBP-specific T cell clones and a self-sustaining immune reaction both of which contribute to the transition of ‘protective autoimmunity’ and acute pain to a chronic NP state. Thus, preventing proteolysis of MBP may prove as a viable therapeutic strategy against neuropathic pain. It is tempting now to hypothesize that our findings broadly relate to pain associated with autoimmune demyelinating neuropathies and neurodegenerative disorders where the formation of cryptic MBP epitopes has also been documented [24,82].

## Competing interests

The authors declare no competing interests.

## Authors’ contributions

HL, YK, and IS performed animal surgeries and microinjections, behavioral testing, neuropathology, zymography, immunofluorescence and qPCR of the neuronal tissues, statistical analysis, and drafted the manuscript. SAS, AGR, and VSG carried out the MMP-9 purification, the biochemical characterization of MMP-9 proteolysis of MBP, mass spectrometry and proteomics, and drafted the manuscript. AVC and SB performed the microarray gene profiling experiments, the follow-on bioinformatics analyses, and drafted the manuscript. VIS and AYS conceived the study, participated in its design, coordinated the execution of the studies, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 ** Table S1.**Unique proteins in CCI nerve listing, based on the 2D-LC-MS/MS of the sciatic nerve proteome after CCI (day 7). Click here for file

Additional file 2 ** Table S2.**Unique proteins in normal nerve listing based on the 2D-LC-MS/MS of the sciatic nerve proteome after sham operation (day 7). Click here for file

Additional file 3 **** Figure S1.**Autoimmune demyelination signaling in nerve after intraneural MBP84-104 injection.** Ingenuity Pathway Analysis of the gene expression used for generation the autoimmune demyelination signaling cascades at week 1 after intraneural MBP84-104 injection in wild-type rats and nude rats. Up-regulated expression of chemokine receptors and ligands are indicated in red. The intensity of red color corresponds to fold-change of expression level of respective genes. Activated T cells, producing CCR5 and CXCR3 (vertical rectangles) and monocytes, producing CCR5 and CCR1 receptors, are recruited into the intact nerve after MBP84-104 injection into the wild-type rats but not nude rats. 

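Of the receptors, Ccr1 had a log2 ratio of −0.01 between the injected and contralateral wild-type nerve. In nude rats it fell by 1.07, and its ratio was between −1.07 and −0.58 under 9 alternatives. Cxcr3 was not well above background on any array, with a highest signal of 11.0. The T cell list, all of whose genes on the array also belong to the list for T lymphocyte activation, had 9 of 10 measured genes higher in the wild-type nerve, an excess of 0.31 at percentile 94.8. This was above the random range under 4 of 10 alternatives, after normexp correction with an excess of 0.20 at percentile 99.5. In the nude nerve, 3 of 7 measured T cell genes were higher, an excess of 0.10 at percentile 64.6, and the difference between the rat types was 0.02 at percentile 53.0, with 5 of 7 genes higher in wild-type rats. Monocytes share most of their abundant transcripts with macrophages. All 13 genes of the macrophage list were higher in the injected wild-type nerve and 9 of 13 in the nude nerve, with excesses of 0.68 and 0.55 at percentiles of 100 and 99.4. The difference between them had an excess of 0.26 at percentile 99.4. Cd68 had a ratio of 1.27 in the wild-type and 0.36 in the nude nerve, and Aif1 of 0.61 and 0.40. After normexp correction, under which the median of all genes lies far lower in the nude nerve, these nude ratios were −0.69 and −0.74.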

CXCL9, CXCL10, and CXCL11 are ligands for CXCR3. CCL5, CCL3, and CCL4 are ligands for CCR5 and CCR1. Click here for file

# Supplementary material for: Immunodominant fragments of myelin basic protein initiate T cell-dependent pain
**Source:** J Neuroinflammation. 2012 Jun 7;9:119. doi: 10.1186/1742-2094-9-119

**Supplemental Figure 1. Autoimmune demyelination signaling in nerve after intraneural MBP84-104 injection.** Ingenuity Pathway Analysis of the gene expressionused for generation the autoimmune demyelination signaling cascades at week 1 after intraneural MBP84-104 injection in wild-type rats and nude rats. Upregulated expression of chemokine receptors and ligands are indicated in red. The intensity of red color corresponds to fold-change of expression level of respective genes. Activated T cells, producing CCR5 and CXCR3 (vertical rectangles) and monocytes, producing CCR5 and CCR1 receptors, are recruited into the intact nerve after MBP84-104 injection into the wild-type rats but not nude rats. CXCL9, CXCL10 and CXCL11 are ligands for CXCR3. CCL5, CCL3 and CCL4 are ligands for CCR5 and CCR1.

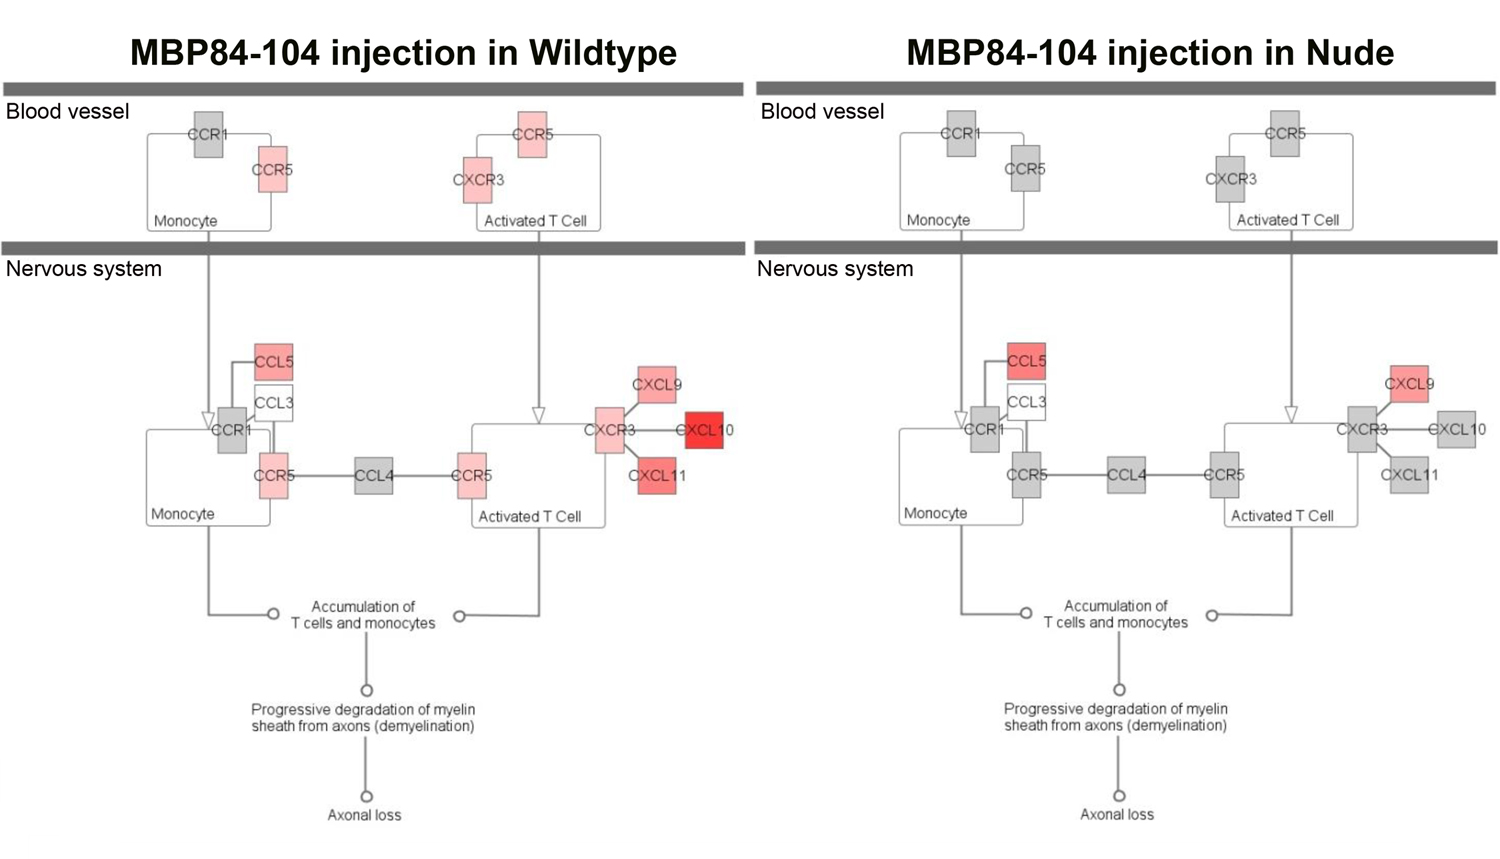

**Supplement:** Additional file 3 — Figure S1.Autoimmune demyelination signaling in nerve after intraneural MBP84-104 injection. Ingenuity Pathway Analysis of the gene expression used for generation the autoimmune demyelination signaling cascades at week 1 after intraneural MBP84-104 injection in wild-type rats and nude rats. Up-regulated expression of chemokine receptors and ligands are indicated in red. The intensity of red color corresponds to fold-change of expression level of respective genes. Activated T cells, producing CCR5 and CXCR3 (vertical rectangles) and monocytes, producing CCR5 and CCR1 receptors, are recruited into the intact nerve after MBP84-104 injection into the wild-type rats but not nude rats. CXCL9, CXCL10, and CXCL11 are ligands for CXCR3. CCL5, CCL3, and CCL4 are ligands for CCR5 and CCR1.

How the deposited data were processed for this re-analysis (not part of the article)

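The arrays measured Cy3-labelled total RNA of sciatic nerve, DRG and dorsal spinal cord on Agilent SurePrint G3 Rat GE 8x60K arrays. The file headers name Feature Extraction 10.7.3.1, a later release than the one the paper names. For the intensity values, the authors scanned each slide, and the software subtracted the local background and corrected trends across the array, with no step between arrays. The log2 values are the deposited normalized values of 30507 probes on 12 arrays. The authors made them in GeneSpring GX and the paper describes normalization to the median, but their sorted columns differ by at most 0.00153, as after quantile normalization across all arrays. The other values are flags of 0 or 1 that the authors' extraction software set for each spot, for signal well above background, saturation and outlying pixels. No spot was saturated.

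Each array has 58717 non-control spots for 30367 probes, of which 13137 had 1 spot, 15840 had 2 and 1390 had 10. Spots with an outlier flag were left out, and log2 signals of the remaining spots of a probe were averaged. The median of each array was then subtracted. Names came from matching RefSeq accessions to a newer rat annotation (GRCr8) than that of the array design. Of 19118 probes with an NM accession 17936 were named, of 2028 with an XM accession 45, and of 3999 with an Ensembl transcript none. Of the named genes, 2607 had more than 1 probe, and the brightest was used. Sequences of the probes were not searched, so probes that bind several members of a gene family were not set apart.

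Paired arrays of a tissue and rat type gave 6 comparisons, each with 1 array per condition. The methods' t-test needs replicate arrays and was not run, and neither were a slide term or the leaving out of single arrays. There were 13 lists for functions the paper names and 16 marker lists for cell types, tissue and injury, and a list needed at least 5 measured genes. The functions were antigen presentation, activation of T lymphocytes, inflammatory response, immune cell trafficking, chemotaxis, communication between innate and adaptive immune cells, multiple sclerosis, IL-17 signaling, VDR targets, and separate pairs for calcium signaling and for LXR targets. The marker lists were T cells, B cells, macrophages, neutrophils, microglia, skeletal muscle, adipocytes, red blood cells, myelinating and repair Schwann cells, the axotomy response, the interferon response, lumbar and thoracic Hox genes, ventral cord and dorsal horn neurons. Lists of central myelin and of sensory neurons were added later for tests of the cord result. Many function lists share genes, such as 31 of 46 inflammatory response genes, so their results are not independent.

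Genes were named by a rule. It took every gene the paper names in the array part and Figure S1, the 5 largest rises and falls of each comparison among genes well above background on both arrays, and up to 5 members of a list with the largest wild-type ratio. Genes that check sex and tissue were added.

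Before the data were examined, the main setting, the lists, the rule for random lists and the alternatives were set. The alternatives were the 75th percentile, quantile normalization, cyclic loess, normexp background correction with an offset of 50, the authors' normalized values, well above background on both arrays, no filter and no floor, the mean over all probes, outlier spots kept, undetected list members at the floor, and a 3-fold threshold for counts. Normexp was planned on the mean spot signal and was run on the median spot signal, because the mean was not among the columns used here. The method was tested on simulated data with the signals of the control array of each comparison on both sides. Independent noise with an SD of 0.2 was added, and 200 genes were changed 4-fold. It recovered all 200 in each comparison, called between 1 and 9 other genes, and gave a list shifted by 0.5 an excess between 0.44 and 0.59. Of 200 lists without a change, between 4 and 14 lay outside the random range. Both simulated sides had the same probes above background and no effective floor. The test therefore does not cover a dim array such as the injected nude nerve, with a floor of −0.62 against −2.19 on its control. It also does not cover lists whose genes vary together. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and limma 3.58.1 in R 4.3.3 for normexp and loess.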

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

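All tests in this part were chosen only after the result was seen.

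Red blood cell genes were higher in the injected nerve of both rat types, with an excess of 2.07 in wild-type rats (6 of 6 genes) and 3.29 in nude rats (5 of 5 genes). Alas2 rose by 2.38 and 2.77 on the log2 scale, and Hbb-b1 by 2.18 and 3.46. Array scaling is argued against, since the lowest percentile was 100 under 4 other scalings. These were quantile normalization, the authors' normalized values, which nearly repeat it, cyclic loess and normexp correction, here and wherever 4 other scalings are named. More blood in the injected nerve is a candidate explanation, from bleeding at the injection or from dissection, and the arrays do not separate these. The contralateral nerve was also injected, with PBS, so the needle alone does not account for a difference. Red blood cell genes were also higher in the lumbar nude cord, with an excess of 0.90 (6 of 6 genes). They were lower in the injected-side wild-type DRG, at −0.57 (0 of 6 genes higher). The wild-type minus nude difference in the cord was −1.09, so unequal blood bears on cord and DRG results too.

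Genes of myelinating Schwann cells were higher in the lumbar than in the thoracic cord, with an excess of 2.29 in wild-type and 1.57 in nude rats. Prx rose by 3.12 and 2.60 on the log2 scale. Array scaling is argued against by a lowest percentile of 100 under 4 other scalings. A general myelin change is argued against as well, because central myelin genes fell, with a highest excess of −0.44. For nerve root tissue in the lumbar sample, the 50 nerve genes were chosen on the arrays of the other rat type, and those measured had an excess in the cord of 0.83 in wild-type and 0.36 in nude rats. Nerve root tissue is therefore a possible explanation in both. For DRG tissue, the 50 DRG genes had an excess of 0.0195 in the wild-type cord and sensory neuron genes of 0.22 at percentile 93.9, with genes of both lists going both ways. In the nude cord the DRG genes had an excess of 0.66 while sensory neuron genes stayed at 0.01. In wild-type rats DRG tissue as the main source is argued against, since DRG genes stayed within the random range while nerve genes rose. Centred log2 signals of Scn10a, Trpv1 and P2rx3 were at most −2.73, −2.66 and −0.12 in any cord sample. In the DRG they were at least 5.24, 1.64 and 5.60. A small share of DRG tissue is not excluded, as 5 of 7 sensory neuron genes were higher. In nude rats the DRG genes rose, so nerve root and DRG tissue cannot be told apart there. Entry of Schwann cells into the cord was not tested.

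Skeletal muscle genes were higher in the injected wild-type nerve, with an excess of 1.20, and lower in the injected nude nerve, at −0.70. The difference between the rat types had an excess of 1.51. For muscle RNA in the wild-type sample, contractile genes outside the list had an excess of 0.815, and array scaling is argued against by a lowest percentile of 100. Muscle carried along at dissection is a candidate explanation in the wild-type nerve. In the nude nerve, contractile genes outside the list had an excess of 0.42 rather than a lower level. Muscle RNA in the contralateral nude sample and other causes cannot be told apart there, and after normexp correction the muscle list itself was at 0.15. The difference between the rat types was not tested further.

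The same list was higher in the injected-side DRG of nude rats, with an excess of 1.16, against 0.15 in wild-type rats. Contractile genes outside the list had an excess of 0.35, so muscle RNA in the sample is a possible explanation. Adipocyte genes rose in the same comparison, with an excess of 0.65.

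Genes of the interferon response were higher in the injected wild-type nerve, with an excess of 1.26, and 18 of 19 genes rose. Array scaling is argued against by a lowest percentile of 100 under 4 other scalings. In the nude nerve red blood cell genes rose while the interferon list had an excess of 0.044, so more blood did not raise the list there. For the wild-type nerve this does not decide on blood left in the tissue, because day and strain differ between the rat types. The chemokines Cxcl9 and Cxcl10 alone do not account for the wild-type rise, since the 17 other measured genes had an excess of 1.17. An interferon response of the nerve that depends on T cells is a hypothesis these arrays leave untested, because day and strain also differ between the rat types.

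In the DRG of the injected side, antigen presentation genes were lower in wild-type rats, with an excess of −0.19 at percentile 0.02, and higher in nude rats, with an excess of 0.10 at percentile 98.95. The difference had an excess of −0.25, and −0.14 and within the random range after cyclic loess. Array scaling is argued against for the separate lists, which stayed at or above percentile 99.4 in nude rats and at or below 0.1 in wild-type rats under 4 other scalings. The nude result was within the random range without a filter on dim probes and with undetected members at the floor, both at 0.07. Red blood cell genes were also lower in the injected-side wild-type DRG, with an excess of −0.57 (0 of 6 genes higher). In the nude DRG they were within the random range, at −0.045. Unequal blood, day, strain, slide and a T cell effect remain open, and none was tested.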

How the results depend on the processing

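No test in this part was chosen only after the result was seen, since all alternatives were set earlier. No paired analysis was possible because each condition has 1 array, made from a pool of rats, so there are no pairs within a comparison. Over 9 counts of changed genes, 61 of 87 alternatives left the count within 1.5-fold and 26 moved it further. Over 107 list results, 992 of 1067 alternatives left the call the same, 42 brought a list into the random range, 32 took one out of it and 1 turned its sign. Over 285 results of named genes, 2466 of 2553 alternatives left the label the same, 67 made it weaker, 20 made it stronger and 0 turned it. These labels do not track the sign of a small ratio. In the nude nerve the ratios of Mmp2 (0.37) and Cd68 (0.36) reached −0.78 and −0.69 at the lowest and still counted as the same. The 75th percentile moved no total by 1.5-fold, although it turned the split of the nude nerve from 711 higher and 1278 lower to 1128 and 530. It changed no list call, but it shifts all ratios of a comparison alike, random lists included, so little else was possible.

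Normexp background correction moved the number of changed genes to 308 in the wild-type nerve, 4105 in the nude nerve, 32 in the wild-type DRG, 23 in the nude DRG, 81 in the wild-type cord and 46 in the nude cord. Genes changed in both rat types numbered 123 in the nerve, 6 in the DRG and 23 in the cord. It brought into the random range antigen presentation in the nude nerve (0.24), T lymphocyte activation in the nude nerve (0.21), inflammatory response in the wild-type cord (−0.083) and immune cell trafficking in the nude nerve (0.19). Also brought into the range were chemotaxis in the nude nerve (0.25), the chemotaxis difference between rat types in the cord (−0.088), innate and adaptive communication in the wild-type cord (−0.031) and multiple sclerosis in the nude nerve (0.33). Also brought into the range were the multiple sclerosis difference between rat types in the nerve (0.29) and the LXR inflammatory genes difference between rat types in the cord (−0.032). It took out of the random range the antigen presentation difference between rat types in the cord (−0.14), T lymphocyte activation in the nude cord (0.10), the innate and adaptive communication difference between rat types in the nerve (0.27) and calcium channels and kinases in the wild-type nerve (−0.091). Also taken out were the calcium channels and kinases difference between rat types in the nerve (−0.18), LXR lipid genes in the nude nerve (0.30), T cells in the wild-type nerve (0.20) and skeletal muscle in the wild-type DRG (0.15). It turned the sign of skeletal muscle in the nude nerve (0.15). In the nude nerve the offset of 50 flattens the dimmer injected array more, which by itself lowers the ratios of bright genes. Whether this alone made the changes was not tested.

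No filter and no floor moved the number of changed genes to 1572 in the wild-type nerve, 5738 in the nude nerve, 603 in the wild-type DRG, 655 in the nude DRG, 541 in the wild-type cord and 603 in the nude cord. Genes changed in both rat types numbered 751 in the nerve, 50 in the DRG and 90 in the cord. It brought into the random range antigen presentation in the nude nerve (0.24), inflammatory response in the wild-type cord (−0.094) and the chemotaxis difference between rat types in the cord (−0.13). Also brought into the range were innate and adaptive communication in the nude nerve (0.35), innate and adaptive communication in the wild-type cord (−0.083) and multiple sclerosis in the nude nerve (0.68). Also brought into the range were the LXR inflammatory genes difference between rat types in the nerve (0.17), the LXR inflammatory genes difference between rat types in the cord (−0.0029) and antigen presentation in the nude DRG (0.073). The setting moved outside that range calcium channels and kinases in the wild-type nerve (−0.13), LXR lipid genes in the nude cord (−0.15) and T cells in the wild-type nerve (0.69). For these settings the cause was not tested.

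The 3-fold threshold moved the number of changed genes to 272 in the wild-type nerve, 381 in the nude nerve, 21 in the wild-type DRG, 28 in the nude DRG, 39 in the wild-type cord and 45 in the nude cord. Fewer genes reach a higher threshold by its definition.

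Well above background on both arrays moved the number of changed genes to 54 in the nude DRG. Genes changed in both rat types numbered 4 in the DRG. It brought into the random range multiple sclerosis in the nude nerve (0.82), the IL-17 signaling difference between rat types in the nerve (0.18), skeletal muscle in the nude nerve (−0.38) and repair Schwann cells in the wild-type nerve (0.23). Lists that left the range were the T lymphocyte activation difference between rat types in the nerve (−1.01), the T lymphocyte activation difference between rat types in the cord (−0.28), contractile genes in the nude nerve (0.49) and T cells in the wild-type nerve (0.37). Here too the cause was not tested.

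Cyclic loess brought into the random range antigen presentation in the nude nerve (0.24), T lymphocyte activation in the nude nerve (0.29) and innate and adaptive communication in the nude nerve (0.26). Also brought into the range were multiple sclerosis in the nude nerve (0.75), the LXR inflammatory genes difference between rat types in the cord (−0.13) and the antigen presentation difference between rat types in the DRG (−0.14). Outside the range it placed the T lymphocyte activation difference between rat types in the cord (−0.23), contractile genes in the nude nerve (0.34) and LXR lipid genes in the nude cord (−0.11). As before, the cause was not tested.

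Quantile normalization brought into the random range multiple sclerosis in the nude nerve (0.77), the multiple sclerosis difference between rat types in the nerve (0.38) and the LXR inflammatory genes difference between rat types in the cord (−0.12). The change left outside the range the antigen presentation difference between rat types in the cord (−0.094), the LXR lipid genes difference between rat types in the nerve (0.15) and LXR lipid genes in the nude cord (−0.11). Again the cause was not tested.

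The authors' normalized values brought into the random range multiple sclerosis in the nude nerve (0.77), the multiple sclerosis difference between rat types in the nerve (0.38) and the LXR inflammatory genes difference between rat types in the cord (−0.12). Newly outside the range were the antigen presentation difference between rat types in the cord (−0.093), the LXR lipid genes difference between rat types in the nerve (0.15) and LXR lipid genes in the nude cord (−0.11). For this scaling the cause was not tested.

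The mean over all probes brought into the random range antigen presentation in the nude nerve (0.22), T lymphocyte activation in the nude nerve (0.67) and the chemotaxis difference between rat types in the cord (−0.093). It put outside the range the antigen presentation difference between rat types in the cord (−0.14), the chemotaxis difference between rat types in the nerve (0.19) and the innate and adaptive communication difference between rat types in the nerve (0.21). Also taken out were innate and adaptive communication in the nude cord (0.15) and the calcium channels and kinases difference between rat types in the nerve (−0.19). With the averaged probes, the cause was not tested.

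Keeping outlier spots brought into the random range the chemotaxis difference between rat types in the cord (−0.096) and the LXR inflammatory genes difference between rat types in the cord (−0.10). For the outlier spots, the cause was not tested.

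Placing undetected members at the floor brought into the random range the chemotaxis difference between rat types in the cord (−0.12) and antigen presentation in the nude DRG (0.066). Outside the random range came T lymphocyte activation in the nude cord (0.23), T cells in the wild-type nerve (0.39) and skeletal muscle in the wild-type DRG (0.17). Among these results the cause was not tested.

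The nerve results of wild-type rats for antigen presentation, inflammatory response, immune cell trafficking, chemotaxis, communication and T lymphocyte activation stayed above the random range under all 10 alternatives. The results most dependent on the setting are those of the nude nerve, whose injected array was the dimmest, and the small cord differences between rat types.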

Differences from the paper's values

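No test in this part was chosen only after the result was seen. The paper's text gives folds for functions that equal the −log10 P values drawn in Figure 7 or listed in Table 3. A −log10 P value measures how many changed genes fall in a function and is not the same scale as a fold of expression, so the following values differ in kind.

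In the wild-type nerve the paper gives 10-fold for antigen presentation, where the median of the list used here was 1.34-fold. It gives 5-fold for communication between innate and adaptive immune cells, where the median was 1.68-fold, and 7.8-fold for T cell activation, where it was 1.28-fold. In the wild-type cord it gives 3-fold for antigen presentation, where the median was 0.942-fold, 1.8-fold for IL-17 signaling, where it was 1.03-fold, and 2.6-fold for T cell activation, where it was 1.01-fold. None of the 10 alternatives came to the paper's value in any of these 6 cases. Over the alternatives the value for communication in the nerve ranged from 1.20 to 1.77, and that for T cell activation in the cord from 0.983 to 1.17. The gene lists of Ingenuity were not used here, so the members differ too.

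The paper places immune functions among those induced in the wild-type cord. Here the lists for inflammatory response (−0.13), communication (−0.21) and chemotaxis (−0.27) lay below random lists, and antigen presentation, T cell activation and IL-17 signaling lay within their range. Chemotaxis stayed below the range and no alternative raised any of these lists above it.

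The paper finds no increase of inflammation and antigen presentation in nude rats. Here the inflammatory response list was above random lists in the nude nerve (0.72) under every alternative. Antigen presentation was above them (0.29), but within their range after cyclic loess and normexp correction, without a filter on dim probes and with the mean over all probes. In the nude cord both lists were within the range, whereas Table 3 lists the inflammatory response and chemotaxis there. Table 3 has no T lymphocyte activation in the nude nerve, where the list here had an excess of 0.75 and fell within the range under 3 alternatives, after cyclic loess and normexp correction and with the mean over all probes. Autoimmune signaling was not activated in the nude nerve in the paper, where the multiple sclerosis list here had an excess of 0.88 and fell within the range under 6 alternatives.

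The paper names calcium, LXR and VDR signaling as activated in nerve and cord. In the wild-type nerve, channels and kinases (−0.07), LXR lipid genes (0.05) and VDR targets (0.07) were within the random range, while contractile genes (0.93) and LXR inflammatory genes (0.98) were above it. In the wild-type cord only channels and kinases (0.29) were above it, and LXR lipid genes (−0.17) were below. Dorsal horn neuron genes (0.77) were higher and central myelin genes (−0.44) lower in the same comparison. Differences between the segments are therefore not set apart from an effect of the injection.

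Figure S1 draws Ccl3 without red in wild-type rats, where its log2 ratio was 1.84. It draws Cxcr3 and Cxcl11 in red, and neither was well above background on any array. Its legend has monocytes with Ccr1 recruited in wild-type rats, where the ratio of Ccr1 was −0.01.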

Other observations

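The tests of blood as the whole cause, of axonal injury in each rat type and of the IL-17 list were chosen only after the result was seen. The other 9 tests of this part had their predictions written earlier.

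Immune lists rose in the injected wild-type nerve. Blood left in the tissue may have added to this, since red blood cell genes rose, with an excess of 2.07. As the whole cause it is argued against only as far as a bound on the most that blood could bring holds. Of 96 rising immune genes, 91 rose above that bound, with a median ratio of 6.86 to it. Red blood cell genes themselves rose further than the inflammatory response list, with median log2 ratios of 2.03 and 0.91. Array scaling is argued against by a lowest percentile of 99.3 over 8 lists and 4 other scalings. Loss of Schwann cell RNA would raise all other genes, but adipocyte genes fell, with an excess of −1.72, beside Schwann cell genes at −0.86. A loss of fat RNA would lower adipocyte genes too, so their fall does not decide on a loss of Schwann cell RNA. For B cell or lymph node tissue only 3 B cell genes were measured, where 5 were needed, and all 3 rose (Cd37 by 1.13, Fcrla by 1.01, Pax5 by 0.955), so this and immune infiltration cannot be told apart. Neutrophil genes were too few in the nerve. Which cells carry the immune genes stays open.

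By the difference between each gene's ratios, several immune lists changed less in the nude than in the wild-type nerve, but not all. The separate excesses of immune cell trafficking were alike, at 0.87 in wild-type and 0.88 in nude rats. Over all measured genes the wild-type minus nude difference had an excess of 0.50 for IL-17 signaling, 0.40 for immune cell trafficking, 0.19 at percentile 96.1 for communication, 0.16 at percentile 95.7 for chemotaxis and −0.03 for T lymphocyte activation. For the inflammatory response, a difference in probes above background is argued against, since its genes well above background on all nerve arrays still gave a difference of 0.37. This restriction leaves out genes too dim on the injected nude array and so favours a higher nude ratio. Its values for chemotaxis (−0.11 at percentile 15.5) and T lymphocyte activation (−1.01) therefore decide nothing. For IL-17 signaling the restriction gave 0.18 at percentile 92.6, so a difference in probes and a smaller change cannot be told apart. The contralateral nude nerve did not reach the inflammatory level of the injected wild-type nerve, with an excess of −1.02 between them. Against the contralateral wild-type nerve, however, it was higher for immune cell trafficking (0.21), chemotaxis (0.13) and multiple sclerosis (0.53), so for these lists a high immune baseline and a smaller response cannot be told apart. It was within the random range for antigen presentation (−0.02), the inflammatory response (0.08 at percentile 92.4), IL-17 signaling (0.03) and communication (0.11 at percentile 91.2), which show no raised baseline, and lower for T lymphocyte activation (−0.36). A T cell effect remains a hypothesis, because the labelled day, 12 against 7, and the strain could produce the same difference.

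In the nerve, channels and kinases of calcium signaling stayed at −0.072 while contractile genes and muscle genes rose. Muscle RNA in the sample is thus a candidate explanation for a calcium signaling call in the wild-type nerve. The genes that entered the paper's call were not compared.

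Lumbar and thoracic cord differed in the same 43 genes in both rat types, against 1.14 for independent changes. Of the lumbar Hox genes, Hoxd10 and Hoxa11 were seen in the lumbar segment alone, with ratios of at least 6.32 and 4.73 in wild-type and 5.14 and 2.11 in nude rats. Hoxd9 rose by 1.60 in wild-type rats and also in nude rats, whereas Hoxd12 had ratios of −0.04 and 0.24. Of the thoracic genes, Hoxb8 was also higher in the lumbar segment, by 1.21 and 0.56, and Hoxb7 by 0.24 and 0.29. Hoxa7 had ratios of 0.16 in wild-type and −0.34 in nude rats. The level of the spinal segment is a possible explanation of the shared changes. The lumbar and thoracic Hox lists had 4 and 3 measured genes, too few for a result. For more ventral cord in a sample, 4 measured genes against 5 needed leave it open, and ventral tissue and level cannot be told apart. Microglia genes had an excess of 0.02 in the wild-type and 0.24 in the nude cord, the latter at percentile 99.94. Neutrophil genes were lower in the lumbar wild-type cord, at −1.01, and too few in the nude cord.

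In the DRG, 53 genes were at least 2-fold higher and 56 lower of 10831 in wild-type rats, and 65 and 37 of 9537 in nude rats. After normexp correction the splits were 25 and 7, and 22 and 1. In both rat types 14 genes changed the same way, against 0.38 for independent changes, and 7 changed in opposite ways. Axonal injury by the injection is a possible explanation in wild-type rats, where the axotomy list had an excess of 0.41. In nude rats it was 0.070 at percentile 82.5, so injury and its absence cannot be told apart. Gal rose by 1.79 in wild-type and 1.64 in nude rats. T lymphocyte activation genes fell in the wild-type DRG, with an excess of −0.46, and IL-17 signaling genes rose in the nude DRG, with an excess of 0.33.

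Adipocyte genes were lower in the injected nerve of both rat types, at −1.72 and −1.28, and myelinating Schwann cell genes at −0.86 and −0.94. Repair Schwann cell genes were higher, at 0.37 and 0.90. Fat left at dissection had been foreseen as a cause of a change in LXR lipid genes. As a list these genes were within the random range in the nerve of both rat types in the main setting, so that was not tested. Members went both ways, with 14 of 29 higher in the wild-type nerve, where Apoc1 rose by 3.04 and Scd fell by 2.30. The list median therefore does not exclude an effect of fat on its members. The list was above the random range in the nude nerve after normexp correction (0.30). Its difference between the rat types was above that range after quantile normalization (0.15) and with the authors' normalized values (0.15).

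The largest rises in the nerve were Ptx3 (4.58) in wild-type and Gpr15lg (5.49) in nude rats, and the largest falls Rnase1 (−3.67 and −4.43). In the cord Per1 rose by 2.87 and 2.47. The labels give no time of day, but by the paper both segments came from the same animals and so share it. Mmp9 was not well above background on any array, while Timp1 rose by 2.16 and 2.14 and Mmp2 by 0.92 and 0.37 in the nerve, where after normexp correction the nude ratio of Mmp2 was −0.78. Mbp had ratios of −0.37 and 0.23 there, and the nude ratio was below 0 under 4 of 9 alternatives, at −1.13 with the mean over all probes. Tnf fell by 0.24 in the wild-type nerve. Il1b rose by 0.75 in the wild-type nerve and had ratios of −0.55 and 0.96 in the cord. In the nude nerve the ratios of Tnf and Il1b changed sign with the scaling.

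Genes of known tissue lay above the other tissue in 15 of 18 comparisons, and the remaining 3 were Schwann cell genes, which were as bright in the DRG as in the nerve. No gene that tells the sexes apart was on a named probe.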
